# Niche partitioning facilitates coexistence of closely related honey bee gut bacteria

**DOI:** 10.7554/eLife.68583

**Published:** 2021-07-19

**Authors:** Silvia Brochet, Andrew Quinn, Ruben AT Mars, Nicolas Neuschwander, Uwe Sauer, Philipp Engel

**Keywords:** honey bee, lactobacillus firm5, gut microbiota, bacterial coexistence, niche partitioning, Other

## Abstract

Ecological processes underlying bacterial coexistence in the gut are not well understood. Here, we disentangled the effect of the host and the diet on the coexistence of four closely related *Lactobacillus* species colonizing the honey bee gut. We serially passaged the four species through gnotobiotic bees and in liquid cultures in the presence of either pollen (bee diet) or simple sugars. Although the four species engaged in negative interactions, they were able to stably coexist, both in vivo and in vitro. However, coexistence was only possible in the presence of pollen, and not in simple sugars, independent of the environment. Using metatranscriptomics and metabolomics, we found that the four species utilize different pollen-derived carbohydrate substrates indicating resource partitioning as the basis of coexistence. Our results show that despite longstanding host association, gut bacterial interactions can be recapitulated in vitro providing insights about bacterial coexistence when combined with in vivo experiments.

## eLife digest

Microbes colonize nearly every environment on Earth, from the ocean and soil to the inner and outer surfaces of animals, such as the gut or skin. They form communities that are usually made up of a diverse range of bacteria, often containing closely related species – a key factor for a successful community.

But closely related bacteria can battle for the same resources, so it is unclear how they manage to live alongside each other without competing against one another. While diet is thought to play a key role in enabling closely related bacterial species to co-exist in the gut of an animal, experimental evidence is lacking, due to the difficulty in replicating these systems in the laboratory.

One strategy for investigating microbial communities is using honeybees. A major dietary source for honeybees is pollen, which can also be applied in the laboratory to grow diverse types of bacteria found in the honeybee gut. In addition, scientists can generate bees that lack microbial communities in the gut, allowing them to add specific types of bacteria to study their impact.

Brochet et al. used this approach with Western honeybees to assess whether diet enables closely related bacteria to live alongside one another in the gut. First, they colonized bees that lacked gut microbes with four closely related bacteria of the genus *Lactobacillus*, alone or together, and fed the bees either sugar water or sugar water and pollen. After five days, the gut bacteria were analysed. This revealed that bees fed on sugar water only had one dominant *Lactobacillus* species present in their gut, while bees fed with additional pollen harboured all four *Lactobacillus* species. Further analysis of these four bacterial species revealed that each of them activates distinct genes when grown on pollen, allowing the different species to consume specific nutrients from broken down pollen.

These findings show that closely related bacteria can coexist in the gut by sharing the different nutrients provided in the diet of the host. Consequently, differences in dietary intake in honeybees and other animals may affect the diversity of gut bacteria, and potentially the health of an animal.

## Introduction

Gut microbial communities are usually dominated by few bacterial phyla and families, but contain a high extent of species- and strain-level diversity (Ley et al., 2008; Dethlefsen et al., 2007). According to the competition-relatedness hypothesis, the more closely two organisms are related the more likely it is that they will compete and exclude each other due to overlapping niches (Elton, 1946). Therefore, it has remained unclear how closely related microbes can be maintained in the gut, or in any other natural microbial ecosystem.

The high concentration of nutrients and the structured environment of the gut may allow functionally redundant species or strains to coexist (Ley et al., 2006). The host may even select for such redundancy, as it can increase the stability and resilience of the microbiota against environmental disturbance (Ley et al., 2006; Foster et al., 2017). Phage predation can also contribute to the maintenance of diversity by imposing kill-the-winner dynamics and hindering the outgrowth of a single dominant strain (Koskella and Brockhurst, 2014). Another possibility is that closely related species, and even strains of the same species, have functionally diverged from each other and occupy distinct ecological niches (Chesson, 2000; Bittleston et al., 2019). The genomic flexibility of bacteria facilitates adaptation to different nutrients, provided in the diet or by the host (Berasategui et al., 2017; Martens et al., 2008), or result from interactions with other bacteria (Madi et al., 2020), such as cross-feeding (Goldford et al., 2018) or cooperative glycan breakdown (Rakoff-Nahoum et al., 2016).

Few experimental studies have investigated the coexistence of bacteria in host-associated microbial communities. The high diversity in these ecosystems and the resistance of many host-associated bacteria to experimental manipulations introduce considerable challenges for such approaches (Ortiz et al., 2021; Venturelli et al., 2018). Moreover, community dynamics observed in vivo can be difficult to reproduce under laboratory conditions, as the host presents a highly specialized nutritional and spatial environment. Thus, there is a need for in vitro models that can reproduce ecological interactions observed in vivo, from simple co-culturing setups (Li et al., 2019) to sophisticated ‘organoids-on-a-chip’ systems (Jalili-Firoozinezhad et al., 2019; Nikolaev et al., 2020).

The gut microbiota of the Western honey bee (*Apis mellifera*) is composed of a few deep-branching phylogenetic lineages (phylotypes) belonging to the Firmicutes, Actinobacteria, and Proteobacteria phyla (Martinson et al., 2011; Kwong and Moran, 2016). Most of these lineages are composed of several closely related sequence-discrete populations, hereafter referred to as species, each of which contains further diversity at the strain-level (Ellegaard and Engel, 2016; Ellegaard and Engel, 2019; Engel et al., 2012; Ellegaard et al., 2015). Microbiota-depleted bees can be generated and experimentally colonized with synthetic communities of different strains. Moreover, most community members can be cultured in pollen, which is the major dietary source of honey bees (Kešnerová et al., 2017). This experimental tractability offers an excellent opportunity to probe the coexistence of bacteria in the gut of their native host and in controlled laboratory cultures using similar nutritional conditions.

One of the most abundant and diverse phylotype of the honey bee gut microbiota is *Lactobacillus* Firm5 (Ellegaard and Engel, 2019). This phylotype consists of facultative anaerobes that ferment sugars into organic acids and utilize various pollen-derived glycosylated plant compounds, such as flavonoids (Kešnerová et al., 2017). *Lactobacillus* Firm5 is specific to social bees but has diverged into many different species of which four are specifically associated with the Western honey bee, *Apis mellifera: Lactobacillus apis* (Lapi), *Lactobacillus helsingborgensis* (Lhel), *Lactobacillus melliventris* (Lmel), and *Lactobacillus kullabergensis* (Lkul). The four species are consistently present in the gut of individual honey bees suggesting that they can share the available niches and stably coexist despite their phylogenetic relatedness. Genomic analysis has revealed that these species share <85% pairwise average nucleotide identities (gANI) and exhibit high levels of genomic variation in terms of carbohydrate metabolism (Ellegaard and Engel, 2019; Ellegaard et al., 2015). However, whether the coexistence is facilitated by adaptation to different nutritional niches, and to what extent the host environment, the diet, or the interactions with other community members matter is currently unknown.

Here, we tested under which conditions the four *Lactobacillus* Firm5 species can coexist and investigated the underlying molecular mechanism. We serially passaged the four species in vivo through gnotobiotic bees and in vitro in liquid cultures, and applied RNA sequencing and metabolomics analysis. Our results show that the coexistence of the four species is mediated by the partitioning of nutrients derived from the pollen diet of bees and is largely independent from the presence of the host or other community members.

## Results

### The coexistence of four related *Lactobacillus* species in the honey bee gut depends on the host diet

All experiments in this study were conducted with four bacterial isolates representing the four *Lactobacillus* Firm5 species (Lapi, Lhel, Lmel, and Lkul) associated with the Western honey bee. We first tested if the four species can establish in the gut of gnotobiotic bees under two different dietary conditions. To this end, we colonized microbiota-depleted bees with each of the four species, alone or together, and fed bees either sterilized sugar water (SW) or sterilized sugar water and pollen (SW+PG). Five days post-colonization, we assessed the bacterial loads in the gut by counting CFUs (Figure 1A, Supplementary file 3). When mono-colonized, the four species established in the gut of microbiota-depleted bees independent of the dietary treatment (Figure 1A). In the SW treatment, the colonization levels were generally lower than in the SW+PG treatment (Figure 1A, ANOVA q-value < 0.01) confirming previous results that pollen increases the total bacterial load in the gut (Kešnerová et al., 2020). There was no statistically significant difference between the total bacterial loads of the mono-colonizations and the co-colonizations in either dietary treatment, with the exception of the mono-colonization with Lkul, which showed higher loads than the co-colonizations in SW (Figure 1A, ANOVA q-value < 0.01). Consequently, the sum of the bacterial loads of the mono-colonizations exceeded the total bacterial load of the co-colonizations in both dietary treatments, suggesting that the species engage in negative interactions when colonizing the honey bee gut together.

**Figure 1.**
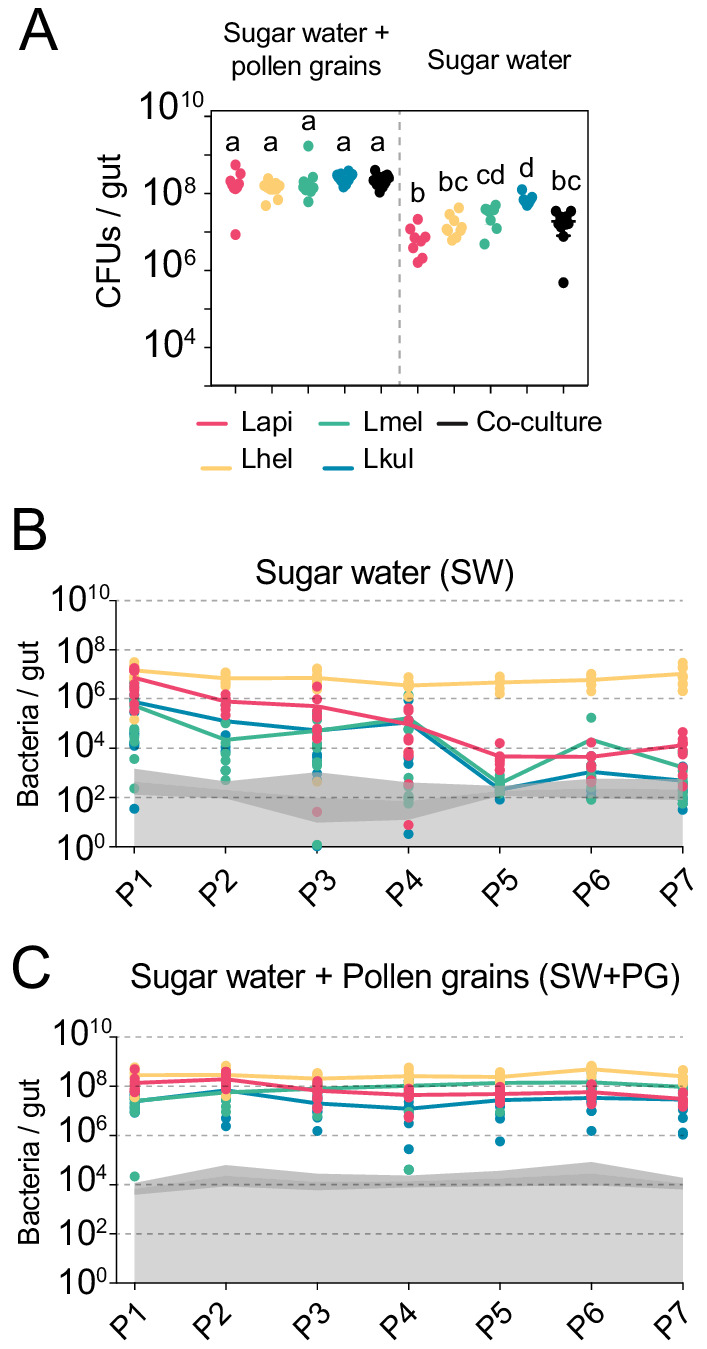
The presence of dietary pollen facilitates the stable coexistence of the four *Lactobacillus* species in the honey bee gut. (**A**) Bacterial abundance (CFUs) in the gut of gnotobiotic bees (n = 7–10) colonized with the four species separately or together under two different dietary conditions. Bees were sampled five days after colonization. Statistical differences (ANOVA with Tuckey post-hoc test and BH correction) are depicted by different letters. (**B, C**) Changes in the absolute abundance of each member of the four-species community across the seven serial passages (P1–P7) through the gut of gnotobiotic bees. The absolute abundance of each species was determined by multiplying the total number of CFUs with the relative abundance of each species in the community. Grey areas represent the limit of detection which can vary depending on the sequencing depth of each replicate (see Materials and methods). Therefore, the average limit of detection and the 95% confidence intervals are shown.

To test if the four species can stably coexist in the bee gut, we serially passaged the community seven times in microbiota-depleted bees under both dietary conditions (SW and SW+PG). After each passage (i.e. after 5 days of colonization), we used amplicon sequencing of a discriminatory housekeeping gene fragment (see Materials and methods) in combination with CFU counting to determine the absolute abundance of each species in the community. We observed clear differences between the two dietary conditions in the ability of the four species to coexist across the passages (Figure 1B–C, Supplementary file 4). In the SW treatment, all species were initially detectable in most samples (P1, Figure 1B). However, three species (Lapi, Lmel and Lkul) steadily decreased in abundance in the subsequent passages resulting in a rapid dominance of Lhel (Figure 1B). Lmel and Lkul reached the detection limit and Lapi decreased to around 10^4^ bacteria/gut by passage five (P5, Figure 1B). Only Lhel was stably maintained across all seven passages and was present at around 1000x higher abundance than Lapi at the end of the experiment (~10^7^ bacteria/gut, Figure 1B). In the contrary, in the SW+PG treatment, all four species were detectable in all passages at around 10^6^ to 10^8^ bacteria/gut, and displayed a highly stable abundance profile over time (Figure 1C).

In summary, these findings show that the four species can stably coexist in vivo when bees are fed pollen, but not when they are only fed sugar water. This is consistent with the idea that pollen facilitates niche partitioning in the honey bee gut by offering competing species different ecological niches facilitating their coexistence.

### In vitro co-culture experiments recapitulate the nutrient-dependent coexistence of the four *Lactobacillus* species

We next tested if the four species can also coexist in vitro, outside of the host environment, under different nutrient conditions. To this end, we cultured the species alone or together in minimal medium supplemented with either glucose (G), pollen extract (PE), or entire pollen grains (PG). All four species were able to grow when cultured alone under the three nutrient conditions (Figure 2—figure supplement 1, Supplementary file 3). Growth yields of Lhel, Lkul, and the co-culture were slightly lower in PE and PG than in G, and Lmel showed lower growth yields than some of the other species in PE and G (Figure 2—figure supplement 1, ANOVA q-value < 0.01). As in vivo, the total bacterial loads of the co-cultures were not consistently different from those of the mono-cultures (Figure 2—figure supplement 1), suggesting that the four species have overlapping metabolic niches and engage in negative interactions with each other.

We then serially passaged the co-cultures 21 times under the three different nutrient conditions by transferring an aliquot after 24 hr of growth into fresh culture medium (1:20). The absolute abundance of each strain was determined after every other passage by combining amplicon sequencing with qPCR (see Materials and methods). As for the in vivo experiment, we observed clear differences in the growth dynamics of the four species, both over time and between the glucose and the pollen culture conditions (Figure 2, Supplementary file 4). In the presence of glucose, three of the four species (Lhel, Lmel, and Lkul) steadily decreased in abundance over time (Figure 2A), with two of them reaching the limit of detection (<10^5^ bacteria/ml) after about 11 passages (P11). In contrast, Lapi was stably maintained at high abundance (10^9^ bacteria/ml) until the last passage (Figure 2A) and hence dominated the co-culture for most of the transfer experiment. In the presence of PE or PG, the four species revealed very different growth behaviors (Figure 2B and C). None of the species decreased over time, and after 21 transfers all species still yielded between 10^6^ and 10^9^ bacteria/ml.

**Figure 2.**
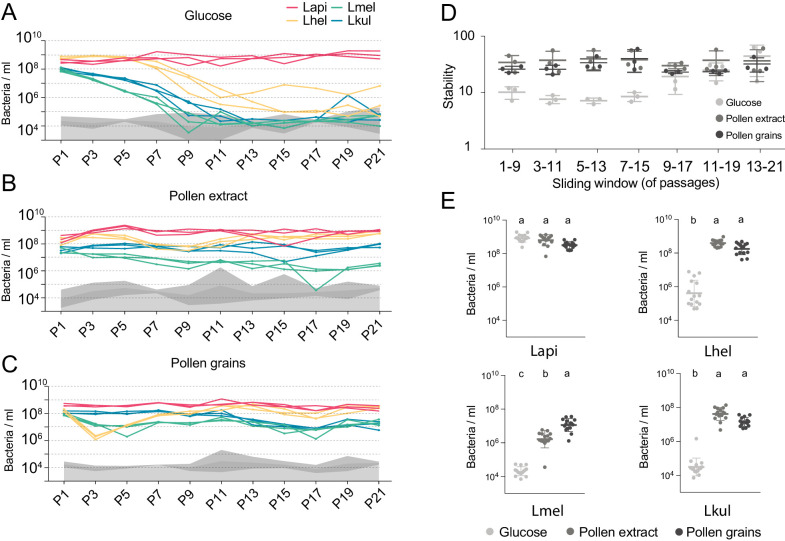
The stable coexistence of the four *Lactobacillus* species can be recapitulated in vitro in the presence of pollen. (**A–C**) Changes in total abundance of the four species when serial passaged in co-culture for 21 times in minimal medium supplemented with (**A**) 2% (w/v) glucose, (**B**) 10% (v/v) pollen extract, and (**C**) 10% (v/v) pollen grains. The absolute abundance of each species was determined by multiplying the total number of CFUs with the proportion of each strain in a given sample as based on amplicon sequencing (see Materials and methods). Gray areas indicate the limit of detection as explained in the Materials and methods. (**D**) Community stability of each replicate calculated based on the species abundances for a sliding window of five passages with a step size of 1. (**E**) Absolute abundance of each species across the three treatments considering the replicates of passages 13–21, which is when the community reached stability. Statistical differences (ANOVA with Tuckey post-hoc test and BH correction) are depicted by different letters.

**Figure 2—figure supplement 1.**
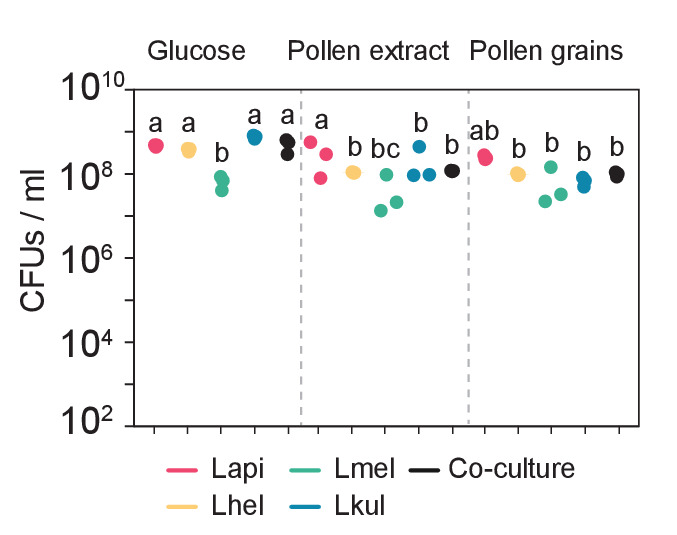
Colony-forming units (CFUs) per ml of culture after 24 hr of growth of the four species in mono-cultures (n=3) or in co-culture (n=3) in the presence of 2% (w/v) glucose (**G**), 10% pollen extract (PE), or 10% pollen grains (PG). Statistical differences: ANOVA with Tuckey post-hoc test (BH correction), represented by different letters.

**Figure 2—figure supplement 2.**
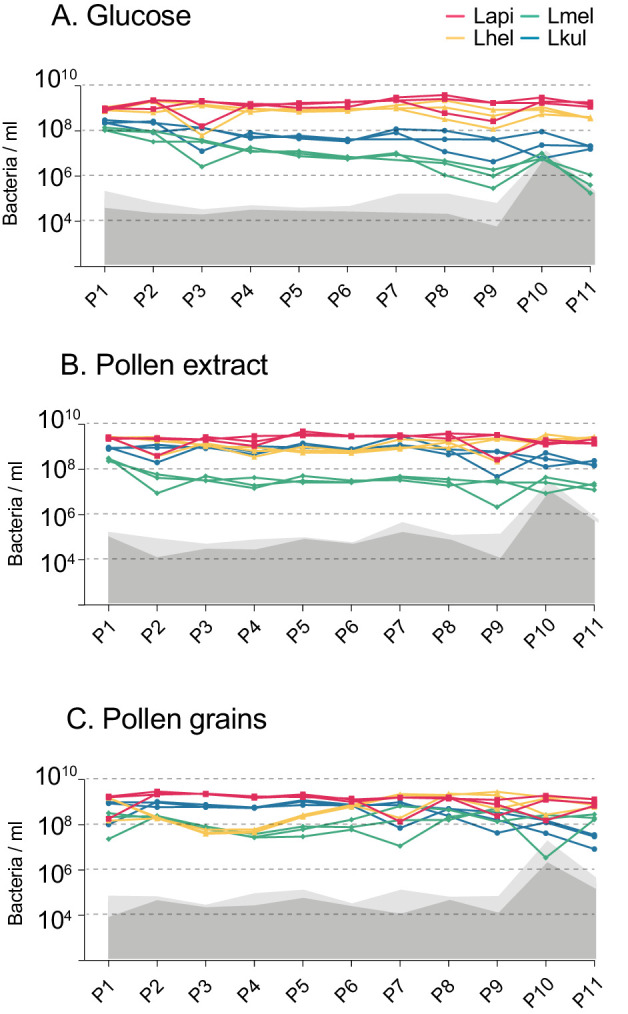
Second in vitro transfer experiment. Changes in total bacterial abundance of the four species across the 11 serially passaged co-cultures in minimal medium supplemented with either 2% (w/v) glucose (**A**), 10% pollen extract (**B**), or 10% pollen grains (**C**). The absolute abundance of each species was determined by multiplying the total number of CFUs with the proportion of each strain in a given sample as based on amplicon sequencing. Gray areas (light gray = 95% CI) represent the limit of detection as explained in Figure 1 (see Materials and method).

To look at changes in community composition over time, we measured the community stability (temporal mean divided by temporal standard deviation of the species abundances) in sliding windows of five passages. Little to no change in community stability was observed for the two pollen conditions throughout the experiment, whereas in glucose the community reached a stable state after ~11 transfers (Figure 2D). To compare the growth yields of each species across the three nutrient conditions, we only considered the passages after which community stability was reached (P13-21). With the exception of Lapi all species reached higher yields in the presence of pollen as compared to glucose (Figure 2E, ANOVA q-value < 0.01). Notably, Lmel was the only species that showed improved growth in PG as compared to PE (Figure 2A–C).

In summary, these findings show that the nutrient-dependent coexistence of the four *Lactobacillus* species observed in vivo can be recapitulated in vitro in a simple co-culture experiment, suggesting that the partitioning of pollen-derived nutrients is sufficient for enabling coexistence. Similar results were obtained for a second in vitro experiment which included the same nutrient conditions, but was only conducted for ten transfers (Figure 2—figure supplement 2).

### The four *Lactobacillus* species upregulate divergent carbohydrate transport and metabolism functions in the presence of pollen during gut colonization

Given the impact of pollen on the coexistence of the four *Lactobacillus* species, we tested if genes involved in nutrient acquisition and metabolism were differentially expressed between the dietary treatments. To this end, we carried out RNA sequencing of the four-species community in honey bees that were fed either sugar water (SW) or sugar water and pollen grains (SW+PG) (Figure 3A). 

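Each library is the rectum of 1 bee sampled on day 5, with 5 bees on sugar water and 5 on sugar water with pollen, so replicates are separate animals, all from a single cage per diet. Reads assigned to genes ran from 1908361 to 12123650 per SW library (median 3277974) and from 17015001 to 22943134 per SW+PG library (median 19368886). The authors depleted ribosomal RNA, mapped the reads with bowtie2, counted them per gene with HTSeq and tested the counts with edgeR. Here the deposited counts of SW 1, SW 3 and SW 4, which come as a first and a second deposit, were summed, and each species was compared between diets on its own genes only. The test was the edgeR quasi-likelihood test on 5 against 5 bees, and a gene is called higher or lower at an adjusted p of 0.01 or less and a log2 fold change of 2 or more either way. Levels are given as CPM, mean ± SD, SW+PG first. They are counts scaled to the species' own gene reads times the library's TMM factor, a correction for differences in composition between libraries. SE is the standard error of the log2 fold change, taken as its size over the square root of the test's F value.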

Multidimensional scaling (MDS) of the normalized read counts mapped to each species revealed that most samples clustered by treatment (SW+PG versus SW) (Figure 3—figure supplement 1), indicating that all four species exhibited dietary-specific transcriptional responses.

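In Lhel, a surface protein with a YSIRK signal (Ga0133561_11776), a motif of proteins exported to the cell wall, rose in bees given pollen to 26359 ± 5979 against 458 ± 267 CPM (log2 fold change 5.87, SE 0.51, adjusted p 7.25e-06). A DegV family protein, of a family that binds fatty acids, fell in Lhel (Ga0133561_111027, -5.29, SE 0.46, adjusted p 7.25e-06) and in Lkul (Ga0133564_111107, -3.89, SE 0.37, adjusted p 9.43e-06). In Lmel a fructoselysine-type PTS component, part of a sugar importer, rose (Ga0133562_121332, 6.09, SE 0.89, adjusted p 2.77e-04), while a copper-exporting ATPase fell (Ga0133562_12487, -5.66, SE 0.63, adjusted p 5.77e-05). In Lapi the fructoselysine-6-phosphate deglycase FrlB, which releases the sugar from a glycated amino acid, rose (Ga0133563_11297, 4.41, SE 0.61, adjusted p 3.86e-05), and imidazolonepropionase of histidine breakdown fell (Ga0133563_1179, -5.59, SE 0.55, adjusted p 3.98e-06). Lkul raised a galactitol-family PTS IIB component (Ga0133564_11401, 6.62, SE 0.90, adjusted p 1.09e-04). Over the 500 genes that differ most between libraries, all 10 libraries of Lhel, of Lapi and of Lkul had a nearest neighbour on the same diet, and 8 of 10 of Lmel did.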

**Figure 3.**
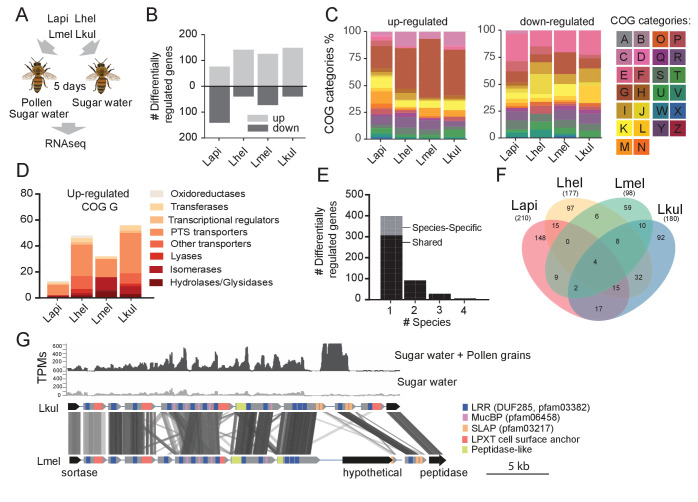
Transcriptome analysis of the four *Lactobacillus* species during co-colonization of gnotobiotic bees. (**A**) Schematic outline of the RNA-Seq experiment. (**B**) Number of differentially regulated genes (log2FC ≥ |2| and p-value ≤ 0.01) in each species during co-colonization of gnotobiotic bees fed either pollen and sugar water (PG+SW) or sugar water only (SW). Up- and down-regulated genes are shown in different gray tones. (**C**) COG categories of genes up- or down-regulated by the four species in SW+PG if compared to SW. For COG definitions, see Supplementary file 2 (**D**) Functional sub-categories of COG ‘G’ genes upregulated in SW+PG if compared to SW. (**E**) Barplot displaying numbers of gene families differentially regulated in one species, two species, three species, or four species. Gene families differentially regulated in only one species are split into those that have homologs in the other species or that are species-specific.(**F**) Venn diagram showing overlap of gene families (based on gene homology) differentially regulated in the four species. (**G**) Transcripts per million (TPM) for two representative samples of the SW+PG and the SW treatments over a genomic region of Lkul encoding *Lactobacillus*-specific surface proteins. The genomic region of Lkul is compared to a similar region identified in Lmel which is also differentially regulated across the two treatments (expression profile not shown). Similarity between genes is shown by vertical lines. Gray tones indicate level of similarity. Surface protein-encoding genes are show in grey with the different domains and motifs shown according to the color legend.

**Figure 3—figure supplement 1.**
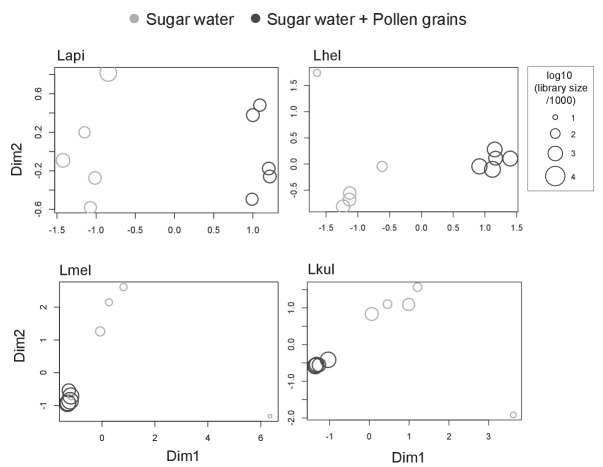
MDS plots of in vivo RNA-seq samples. Counts per million (cpm) were calculated for each sample (n=5) and visualized using multidimensional scaling (MDS) plots. X- and y-axis axes show first and second MDS dimension, respectively. Shapes size correspond to the samples libraries size. A few samples of the SW treatment did not cluster with the other replicates (two samples for Lmel, and one sample for each Lhel and Lkul), in part because relatively few reads mapped to the reference genomes of these strains.

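Lmel made up 1.93 ± 2.08% of the gene reads in SW bees and 36.5 ± 19.8% in SW+PG bees (exact permutation test, two-sided, p 0.00794, 5 against 5 bees, which is the smallest p this test can give). Lapi took the opposite course, from 50.1 ± 35.9% to 5.17 ± 0.969% (exact permutation p 0.00794), while the shares of Lhel (36.3 ± 32.2% to 32.8 ± 12.1%, permutation p 0.841) and Lkul (11.7 ± 12.8% to 25.5 ± 8.26%, permutation p 0.0952) did not pass the test. The Lkul outcome changed in 1 of 10 runs with a library left out, without SW 5 (permutation p 0.0317). The shares of a library are parts of 1 whole, so a rise of 1 species lowers the others, and these tests are not separate. Lapi reads had a median of 1023193 per SW library and 1085183 per SW+PG library. Neither reads nor their shares give the number of bacteria in a bee. The SW libraries held from 7409 to 177976 Lmel reads, against 1636113 to 10562213 in SW+PG. The 2 Lmel libraries whose nearest neighbour is a SW+PG library are SW 2 and SW 3, with 35599 and 177976 Lmel reads, so they are not the shallowest, which is SW 1 with 7409. In mean distance, SW 2 lies 5.66 from its own group and 3.66 from SW+PG, and SW 3 lies 4.81 and 3.71. SW 4 (5.16 and 4.26) and SW 5 (5.33 and 4.63) are on average nearer to SW+PG too, although their nearest neighbour is a SW library. In Lkul, SW 2 (3.01 against 2.53) and SW 4 (3.08 against 3.07) are on average nearer to SW+PG although their nearest neighbour is a SW library. For Lhel no library stood nearest to the other diet.

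**Figure D1:**
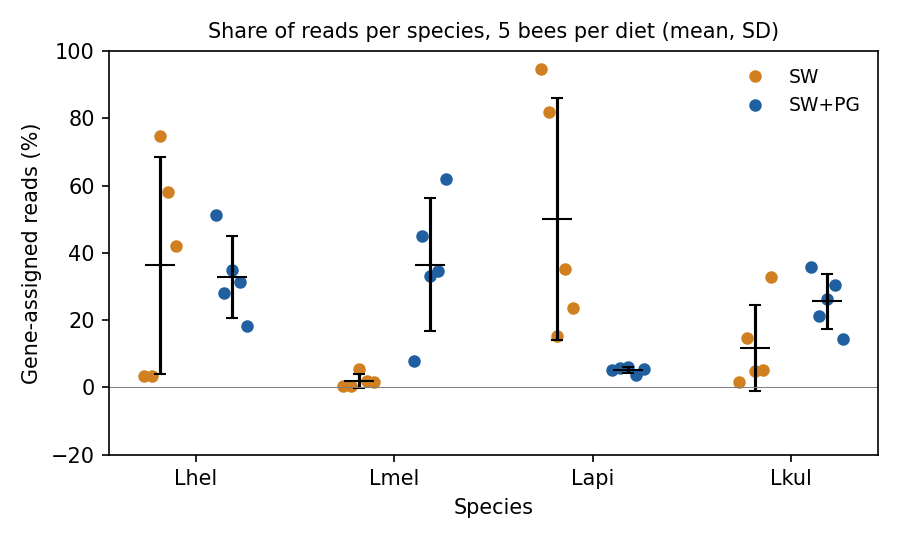
Share of gene reads from each species per bee, in SW and SW+PG, with mean and SD of 5 bees.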

We found a total 687 genes (181 to 217 genes per species) to be differentially expressed (log_2_FC ≥ |2| and p-value ≤ 0.01) between the two dietary treatments (Figure 3B). ‘Carbohydrate transport and metabolism’ (Cluster of orthologous group category G, COG G) was by far the most abundant functional category among the genes upregulated in the SW+PG treatment relative to the SW treatment (Figure 3C, 17.1–37.6% of all upregulated genes). 

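With pollen, Lhel had 143 genes higher and 39 lower of 1685 tested, Lmel 128 and 74 of 1877, Lkul 153 and 41 of 1808, and Lapi 76 and 142 of 1494 (5 against 5 bees). Lapi raised a PTS IIA component of the mannose and fructoselysine type (Ga0133563_11391, 1023 ± 828 against 33.8 ± 12.5 CPM, log2 fold change 4.95, SE 0.49, adjusted p 3.98e-06) and a mannose-family IID component (Ga0133563_11394, 4.28, SE 0.45, adjusted p 5.13e-06), both of sugar import. Lmel raised an uncharacterized membrane protein (Ga0133562_13128, 5.51, SE 0.91, adjusted p 6.23e-04) and a galactitol-family PTS IIB component (Ga0133562_12117, 5.16, SE 0.71, adjusted p 1.94e-04). Lower were a MarR family regulator of transcription (Ga0133562_12335, -3.82, SE 0.58, adjusted p 3.52e-04) and the thiolase acetyl-CoA acetyltransferase (Ga0133562_12382, -3.56, SE 0.42, adjusted p 5.77e-05) in Lmel, and 2 parts of a putative ABC transporter in Lkul (Ga0133564_11306, -3.79, SE 0.57, adjusted p 2.29e-04; Ga0133564_11308, -3.67, SE 0.54, adjusted p 2.01e-04). In Lhel a DUF2922 protein fell (Ga0133561_111572, -3.43, SE 0.69, adjusted p 0.00185), and so did a second YSIRK protein (Ga0133561_11781, -3.91, SE 0.96, adjusted p 0.00624), whose call ends with a replicate block (-2.29) and with the library SW 2 (-1.78), SW+PG 1 (-4.08), SW+PG 2 (-4.08), SW+PG 3 (-3.87), SW+PG 4 (-3.88), SW+PG 5 (-3.93) left out, adjusted p over the alternatives 1.91e-05 to 0.0214. COG G was the largest category among the higher genes of each species, with 47 of 143 in Lhel (next COG C with 17), 58 in Lmel (next COG R with 9), 57 of 151 in Lkul (next COG C with 18) and 13 of 76 in Lapi (next COG M with 7). Scaling moves the split of calls: without TMM factors it is 99 higher and 109 lower in Lhel, 62 and 98 in Lmel, 32 and 265 in Lapi, and 128 and 55 in Lkul. The median log2 fold change shifts by -0.53, -0.54, -0.61 and -0.27 in the same order, and leaving out SW 4 brings the Lmel total of 202 down to 124.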

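Among annotated calls, COG G took 32.9% of the higher and 5.13% of the lower genes of Lhel (2 of 39), and 46.0% against 15.3% in Lmel (11 of 72). Lkul had 37.7% against 7.69% (3 of 39) and Lapi 17.1% against 7.80% (11 of 141). Fisher's exact test of the higher against the lower genes gave p 2.1e-04 for Lhel, 1.1e-05 for Lmel, 1.8e-04 for Lkul and 0.0433 for Lapi. In Lapi the difference no longer passes at 0.05 with the edgeR exact test (16.9% of the higher genes), DESeq2 (18.5%) or the first deposit alone (16.0%). A COG G example in Lhel is a mannose-specific PTS IIA component, which passes on the phosphate meant for the sugar (Ga0133561_11337, log2 fold change 4.88, SE 0.58, adjusted p 4.04e-05).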

In three of the four species (Lmel, Lhel, and Lkul), this category was significantly enriched among the upregulated genes (Fisher’s exact test, p<0.01, Supplementary file 6). 

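Components of phosphotransferase systems (PTS), which import a sugar and phosphorylate it in 1 step, were 23 of the 47 higher COG G genes of Lhel, 33 of 58 in Lmel, 32 of 57 in Lkul and 8 of 13 in Lapi. The rest were other transporters (10, 4, 8 and 0) and enzymes, regulators or other proteins (14, 21, 17 and 5). Of the PTS components annotated in the paper's tables, which list genes the study found to differ and so not every PTS gene, Lhel raised 23 of 36 and lowered 0, Lmel raised 33 and lowered 8 of 74, Lkul raised 32 and lowered 0 of 66, and Lapi raised 8 and lowered 6 of 43. Adjusted over the list alone, Lmel lowered 9 and the other counts stayed. The Lmel counts lean on single bees: 20 are higher without SW 4, and those lower fall to 5 without SW 2, 2 without SW 3, 4 without SW+PG 2, 5 without SW+PG 3, 4 without SW+PG 4 and 3 without SW+PG 5. They are also 5 under filterByExpr, 5 on the first deposit and 4 with a replicate block.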

The largest fraction of the upregulated COG G genes encoded PTS transporters (Figure 3D, Supplementary file 5), followed by other sugar transporters (e.g. ABC transporters), and enzymes involved in sugar cleavage and conversion (Figure 3D). 

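The lower COG G genes in vivo include a beta-glucoside PTS component of Lapi, which takes up plant-type disaccharides and fell with pollen (Ga0133563_111486, log2 fold change -5.58, SE 0.66, adjusted p 1.05e-05, 5 against 5 bees). In Lmel the lower genes with this category numbered 11 of 72, in Lapi 11 of 141, in Lkul 3 of 39 and in Lhel 2 of 39.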

Among the downregulated genes, COG G genes were not abundant (5.1–7.8%) (Figure 3C). Instead, the category ‘Amino acid metabolism and transport’ (COG E) was enriched in Lapi (Fisher’s exact test, p < 0.01, Supplementary file 8), and genes encoding ABC-type amino acid transporters were present among the downregulated genes in all species (Supplementary file 5).

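Lapi lowered the substrate-binding protein of a glutamine transporter, which captures the amino acid outside the cell, to 39.5 ± 27.4 against 280 ± 105 CPM (Ga0133563_111050, log2 fold change -2.87, SE 0.40, adjusted p 3.83e-05). Of the amino acid transporter genes annotated in the paper's tables of differing genes, pollen lowered 11 of 13 in Lapi, 6 of 8 in Lmel, 5 of 10 in Lkul and 3 of 12 in Lhel, and raised 0, with the same counts when adjusted over the list alone. COG E took 27 of the 141 annotated lower genes of Lapi (19.1%) against 2 of its higher genes (2.63%), Fisher's exact p 3.1e-04. In the other species it took 11 lower genes in Lmel (15.3%, exact p 8.7e-06), 7 in Lkul (17.9%, exact p 0.00164) and 4 in Lhel (10.3%, exact p 0.0198), against 0, 4 and 2 higher genes. Each p sets lower against higher genes, while the paper tests enrichment among the lower ones, so the tests are not the same. A low p here can come from few COG E genes among the higher ones, as with 0 in Lmel. The transporter counts change for Lmel without SW 3 (2), for Lhel without TMM (5), and for Lkul without SW 3 (2), SW 4 (2), SW+PG 2, SW+PG 3 or SW+PG 4 (3 each) and with a replicate block (3).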

We next clustered all genes by homology into gene families. While most of the differentially expressed genes (89%) belonged to gene families with homologs in multiple species, differential expression was typically observed for just one of the species (Figure 3E–F). This suggests that the presence of pollen triggers distinct transcriptional changes in the four species during gut colonization. Indeed, gene annotation analysis allowed us to identify several species-specific metabolic functions among the differentially regulated genes (Figure 4, Supplementary file 5). For example, Lhel specifically upregulated three PTS gene clusters for the uptake and metabolism of sugar alcohols and one gene cluster for ribose utilization. In contrast, Lmel upregulated several gene clusters involved in the cleavage of xylose, mannose, rhamnose, and arabinose from polysaccharides or other glycosylated compounds. 

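Of the 796 calls in vivo, 783 carry a gene family, and they fall into 555 families. A call was made in 1 species for 404 families (72.8%), in 2 species for 102, in 3 for 40 and in all 4 for 9. Of the families called in more than 1 species, 135 moved the same way in each. Core families hold 401 of the calls (51.2%), accessory families 281 (35.9%) and strain-specific ones 95 (12.1%), so 688 (87.9%), among them 6 without a class, lie outside the strain-specific class. Glycerol kinase, which phosphorylates glycerol for use in glycolysis, is a gene called in 3 species: 6.07 in Lhel (Ga0133561_11722), 3.76 in Lmel (Ga0133562_12565) and 6.58 in Lkul (Ga0133564_11760) as log2 fold change. No test is attached to these counts, and a family called in 1 species can hold a gene just under the call in another.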

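Lhel raised 15 of 16 genes of the sugar alcohol clusters (median log2 fold change 3.01) and 6 of 7 ribose genes (2.84), with the same counts over the list alone, in 5 against 5 bees. The mannitol PTS IIC component, the membrane channel of the importer, reached 418 ± 43.3 against 68.1 ± 57.1 CPM (Ga0133561_11318, 2.75, SE 0.49, adjusted p 8.24e-04), and its partner mannitol-1-phosphate dehydrogenase 2.22 (Ga0133561_11320, SE 0.41, adjusted p 0.00111). Sorbitol-6-phosphate 2-dehydrogenase, which turns the imported sugar alcohol into fructose-6-phosphate, rose to 2489 ± 1460 against 204 ± 140 CPM (Ga0133561_11549, 3.57, SE 0.59, adjusted p 5.31e-04), beside the sorbitol PTS IIC component (Ga0133561_11552, 3.13, SE 0.49, adjusted p 3.19e-04). The galactitol PTS IIC component (Ga0133561_11422, 3.48, SE 0.52, adjusted p 2.53e-04) and a further sorbitol-6-phosphate dehydrogenase (Ga0133561_11423, 3.46, SE 0.53, adjusted p 2.95e-04) rose alike. For ribose, the binding protein of the importer (Ga0133561_111670, 2.50, SE 0.35, adjusted p 1.37e-04) and ribokinase (Ga0133561_111674, 3.87, SE 0.51, adjusted p 8.63e-05) were higher. A further cluster the paper lists as possible sugar utilization was called in 7 of 7 genes. These clusters were picked by the study from the same libraries, so the counts are no independent evidence. The mannitol dehydrogenase call ends without TMM scaling (1.59) and with the library SW 3 (1.97), SW 4 (1.99) left out, adjusted p over the alternatives 2.05e-06 to 0.0175, and that of the ribose binding protein without TMM scaling (1.90), adjusted p over the alternatives 1.09e-10 to 0.00249.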

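Lmel raised 4 of 4 arabinose genes, 3 of 3 rhamnose genes, 6 of 6 mannose genes (median log2 fold change 3.25) and 6 of 11 genes for xylose and other hemicellulose sugars (2.54), the same over each list alone. L-arabinose isomerase, the first step of arabinose breakdown, went to 9952 ± 3761 against 705 ± 294 CPM (Ga0133562_121288, 3.84, SE 0.46, adjusted p 6.05e-05), and L-ribulokinase, the next step, rose by 3.87 (Ga0133562_121290, SE 0.59, adjusted p 3.97e-04). L-rhamnose isomerase (Ga0133562_12100, 3.64, SE 0.52, adjusted p 2.25e-04) and rhamnulose-1-phosphate aldolase (Ga0133562_12101, 3.49, SE 0.68, adjusted p 0.00193) act in turn on rhamnose. Alpha-mannosidase, which splits mannose from glycans, rose (Ga0133562_121190, 2.54, SE 0.49, adjusted p 0.0017) together with mannosylglycerate hydrolase (Ga0133562_121191, 2.54, SE 0.61, adjusted p 0.00729). A xylosidase that trims xylose from plant fibre was higher at 611 ± 407 against 71.5 ± 57.4 CPM (Ga0133562_12583, 2.75, SE 0.54, adjusted p 0.00193). The lists come from the study's reading of these same 10 bees. Without SW 4, 1 mannose, 1 rhamnose and 1 hemicellulose gene stay called, and without SW 3, 3 hemicellulose genes, as on the first deposit. Without TMM the counts are 2, 1 and 0. Among the genes named, the calls end for Ga0133562_12101 without TMM scaling (2.77) and with the library SW 4 (3.29) left out, adjusted p over the alternatives 7.16e-06 to 0.0193, for Ga0133562_121190 without TMM scaling (1.92) and with the library SW 4 (2.21) left out, adjusted p over the alternatives 2.37e-05 to 0.0258, and for Ga0133562_12583 without TMM scaling (2.29), on the first deposit alone (2.41), without libraries under 50000 reads (2.67) and with the library SW 4 (2.38) left out, adjusted p over the alternatives 6.93e-06 to 0.0167. The call of Ga0133562_121191 ends without TMM scaling (1.85), with no low-count filter (2.26), on the first deposit alone (2.27) and with the library SW 1 (2.39), SW 3 (2.28), SW 4 (2.31), SW 5 (2.32), SW+PG 1 (2.32), SW+PG 4 (2.39), SW+PG 5 (2.60) left out, adjusted p over the alternatives 4.16e-04 to 0.0662.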

Lmel also upregulated a gene cluster for the synthesis and the transport of bacteriocins in the presence of pollen. 

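All 5 bacteriocin genes of Lmel were higher with pollen (median log2 fold change 2.67, 5 over the list alone, 5 against 5 bees). A protein with a bacteriocin-type signal sequence, which marks a peptide for export, rose (Ga0133562_11205, 5.18, SE 1.13, adjusted p 0.00401), and LanM, which modifies such peptides, went to 197 ± 85.5 against 32.0 ± 25.8 CPM (Ga0133562_11206, 2.44, SE 0.58, adjusted p 0.00663). The cluster was named by the authors from these bees, so its count is no independent evidence. It depends on single libraries: the higher genes number 3 without SW 1, 2 without SW 2, 2 without SW 3, 1 without SW 4, 2 without SW 5 and 3 without SW+PG 3. They number 1 without TMM, 3 with no low-count filter, 3 on the first deposit and 1 without the libraries under 50000 reads. The call of Ga0133562_11205 ends without TMM scaling (4.58), without libraries under 50000 reads (5.65) and with the library SW 2 (5.19), SW 3 (4.36), SW 4 (4.67) left out, adjusted p over the alternatives 7.14e-05 to 0.0259, and that of Ga0133562_11206 without TMM scaling (1.85), with no low-count filter (2.24), on the first deposit alone (2.25), without libraries under 50000 reads (2.65) and with the library SW 1 (2.38), SW 3 (2.25), SW 4 (2.04), SW 5 (2.59), SW+PG 2 (2.33), SW+PG 3 (2.37), SW+PG 4 (2.46), SW+PG 5 (2.32) left out, adjusted p over the alternatives 7.14e-04 to 0.0418.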

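Lkul raised all 8 genes of its starch cluster (median log2 fold change 4.35) and Lmel 6 of 9 (3.35), or 9 over the list alone, in 5 against 5 bees. Maltose phosphorylase, which splits the maltose released from starch, rose in Lkul to 1823 ± 844 against 50.6 ± 41.8 CPM (Ga0133564_111796, 5.23, SE 0.67, adjusted p 6.93e-05) and in Lmel to 4265 ± 3749 against 355 ± 348 CPM (Ga0133562_1327, 3.77, SE 0.86, adjusted p 0.00531). Neopullulanase, which cuts starch-like chains, passed the test in Lkul (Ga0133564_111797, 2.78, SE 0.42, adjusted p 2.59e-04) but not in Lmel (Ga0133562_1328, 2.18, SE 0.62, adjusted p 0.0191). The binding protein of the maltodextrin importer of Lkul rose as well (Ga0133564_111793, 5.04, SE 0.56, adjusted p 2.05e-05). These clusters were defined by the authors on the same libraries. The Lmel count is 2 without TMM, 3 with no low-count filter, 3 without SW 1, SW 3, SW 5, SW+PG 2 or SW+PG 5, and 2 without SW 4. The Lmel maltose phosphorylase call ends without TMM scaling (2.89), with no low-count filter (3.46) and with the library SW 1 (4.03), SW 3 (3.43), SW 4 (3.18), SW 5 (3.53), SW+PG 2 (3.17), SW+PG 5 (3.69) left out, adjusted p over the alternatives 5.86e-05 to 0.0385, while its neopullulanase becomes called by the edgeR exact test (2.17), with a replicate block (2.36) and with the library SW 2 (2.87), SW+PG 1 (2.44) left out, adjusted p over the alternatives 7.62e-04 to 0.137.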

Lkul upregulated a starch utilization gene cluster, which in part was also differentially regulated in Lmel. In addition, this species upregulated an oligopeptide transporter gene cluster that was present in some of the other strains but not differentially regulated. 

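All 8 oligopeptide transporter genes of Lkul were higher with pollen (median log2 fold change 4.19, 8 over the list alone, 5 against 5 bees), and no alternative moves the count by more than 1.5 times. The substrate-binding protein, which catches short peptides for import, rose to 2203 ± 332 against 109 ± 51.4 CPM (Ga0133564_11544, log2 fold change 4.36, SE 0.40, adjusted p 9.43e-06), and an ATP-binding subunit that powers the importer by 3.90 (Ga0133564_11547, SE 0.41, adjusted p 1.39e-05). The list was chosen by the authors from these libraries.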

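Lapi raised 6 and lowered 1 of the 29 genes in its PTS loci, where Lhel raised 11 of 15, Lmel 40 of 57 and Lkul 33 of 50, each the same over the list alone (5 against 5 bees). The higher Lapi genes include a mannose-family IIC and IIB pair, the channel and a phosphate carrier of a sugar importer (Ga0133563_111515, 388 ± 155 against 53.1 ± 11.5 CPM, log2 fold change 2.85, SE 0.29, adjusted p 5.09e-06; Ga0133563_111516, 2.94, SE 0.35, adjusted p 1.12e-05), and a fructoselysine-type IIB component (Ga0133563_11392, 3.94, SE 0.48, adjusted p 1.21e-05). Neither the 4 osmoprotectant transport genes (median log2 fold change 1.80) nor the 2 alpha-mannoside genes of Lapi were called by the edgeR quasi-likelihood test, over all genes or the list alone, and neither by the exact test or DESeq2. Alpha-mannosidase read -0.81 (Ga0133563_111211, SE 0.37, adjusted p 0.0682). Without SW 2, 2 osmoprotectant genes are called, without SW 3 or SW 4, 1, and with a replicate block 1. The lower gene of the PTS loci becomes 2 without SW 3, SW 4, SW+PG 1 or SW+PG 5, by DESeq2, without TMM, on the first deposit and with a replicate block, and 0 without SW 5. The loci are those the study lists from these bees.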

The fourth species, Lapi, also differentially expressed genes belonging to COG ‘G’ (mainly PTS transporters), but fewer ones, and with similar functional annotations as found in the other three species. However, Lapi was the only species that upregulated two conserved deoxycytidine kinase genes encoding enzymes involved in nucleoside salvage pathways.

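Both deoxynucleoside kinase genes of Lapi, which phosphorylate salvaged nucleosides, rose with pollen, to 4265 ± 1112 against 597 ± 433 CPM (Ga0133563_111586, log2 fold change 2.83, SE 0.48, adjusted p 1.75e-04) and 1620 ± 323 against 260 ± 125 CPM (Ga0133563_111587, 2.64, SE 0.35, adjusted p 2.57e-05), in 5 against 5 bees and in each alternative. The purine salvage genes of xanthine fell in Lapi, both the phosphoribosyltransferase that recycles it (Ga0133563_111315, -5.40, SE 0.60, adjusted p 7.34e-06) and the permease that imports it (Ga0133563_111316, -3.63, SE 0.53, adjusted p 5.85e-05). Of the COG F genes, for nucleotide transport and metabolism, that the paper's tables of differing genes hold, and so not of every such gene, Lapi raised 3 and lowered 10 of 24, Lhel lowered 2 of 9, Lkul lowered 1 of 8 and Lmel changed 0 of 4, the same over the list alone. In Lhel 1 stays lower without SW 1, without SW 4 or with a replicate block, and in Lkul 0 without SW 2 or with the block. The authors chose the kinase pair from these libraries.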

**Figure 4.**
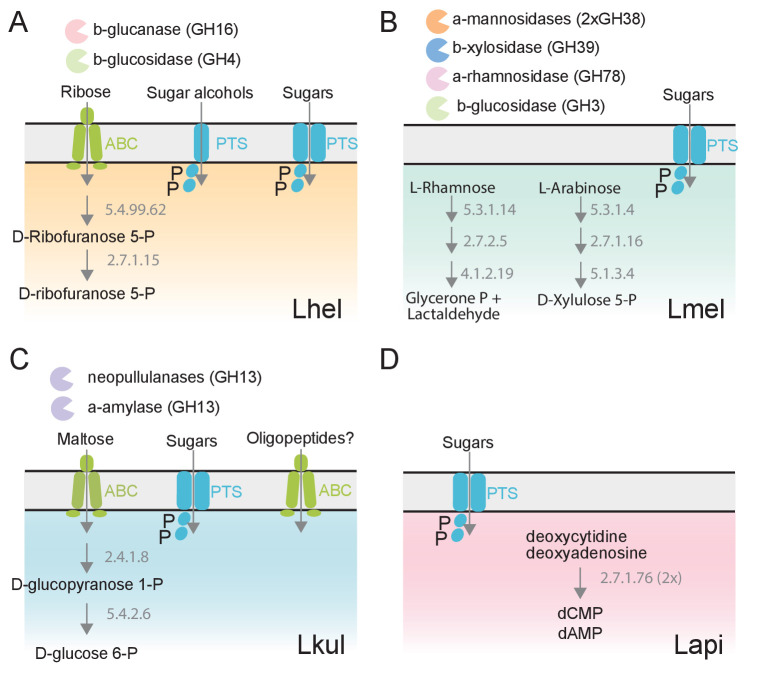
The four *Lactobacillus* species upregulate different carbohydrate metabolism functions during gut colonization of gnotobiotic bees. (**A**) Lhel, (**B**) Lmel, (**C**) Lkul, (**D**) Lapi. Only enzymes and transporters that are upregulated in a species-specific manner in the pollen treatment versus the sugar water treatment are shown. The figure is not exhaustive, but highlights the main differences that could be identified based on gene annotations among all differentially regulated genes (Supplementary file 6). Glycosidases belonging to different CAZyme families are represented by different colors. ABC: ABC transporters, PTS: phosphotransferase system transporters. Numbers indicate EC numbers of upregulated enzymatic steps.

Besides these species-specific transcriptional changes, a number of interesting functions were differentially regulated in more than one species. For example, we found evidence for citrate fermentation in Lhel and Lkul. Both species upregulated genes encoding a citrate lyase for the conversion of citrate into oxaloacetate and acetate in the presence of pollen (Supplementary file 5). 

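Lhel raised 9 of 10 genes of the citrate fermentation locus (10 over the list alone, median log2 fold change 3.11) and Lkul 8 of 9 (8 over the list alone, 3.46), in 5 against 5 bees. Citrate lyase splits citrate into oxaloacetate and acetate. Its alpha subunit rose in Lkul to 4702 ± 3753 against 470 ± 160 CPM (Ga0133564_111047, 3.33, SE 0.59, adjusted p 7.77e-04) and its beta subunit by 3.61 (Ga0133564_111048, SE 0.59, adjusted p 4.31e-04). The anion symporter of the DASS family, which carries di- and tricarboxylates, rose too (Ga0133564_111052, 3.32, SE 0.59, adjusted p 8.11e-04). In Lhel the alpha subunit read 6517 ± 5844 against 728 ± 530 CPM (Ga0133561_11978, 3.15, SE 0.78, adjusted p 0.00663) and the beta subunit 2300 ± 2088 against 325 ± 190 CPM (Ga0133561_11979, 2.80, SE 0.68, adjusted p 0.00598). Lmel has 6 such genes and 0 were called by the edgeR quasi-likelihood test, over all genes or the list alone, and 0 by the edgeR exact test or DESeq2 (median 2.00), the alpha subunit at 1.68 (Ga0133562_12819, SE 0.83, adjusted p 0.149). The wider organic acid lists were higher in 8 of 8 genes of Lhel and 8 of 8 of Lkul. The authors drew up these lists from the same bees. The Lhel count is 5 without SW 1, 4 without SW 5 and 2 with a replicate block, while no alternative moves that of Lkul by more than 1.5 times. In Lhel the calls end for Ga0133561_11978 with a replicate block (2.87) and with the library SW 1 (2.88), SW 2 (3.29), SW 4 (3.17), SW 5 (2.96), SW+PG 1 (2.51), SW+PG 4 (3.16), SW+PG 5 (3.01) left out, adjusted p over the alternatives 2.59e-05 to 0.0698, and for Ga0133561_11979 without TMM scaling (2.31), with a replicate block (2.35) and with the library SW 1 (2.68), SW 2 (2.81), SW 4 (2.77), SW 5 (2.63), SW+PG 1 (2.17), SW+PG 4 (2.83), SW+PG 5 (2.63) left out, adjusted p over the alternatives 4.41e-05 to 0.0614.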

Lhel, Lmel, and Lkul upregulated genes for the uptake and metabolism of glycerol. Moreover, all four species upregulated gene clusters encoding surface proteins with leucine-rich repeat (LRR) regions, LPXT cell-wall anchoring motifs, and SLAP (S-layer associated protein) domains (Figure 3G).

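Pollen raised 5 of 5 glycerol genes in Lhel, 6 of 8 in Lmel and 10 of 10 in Lkul, and 0 of 2 in Lapi, all the same over the list alone (5 against 5 bees). Glycerol kinase went to 11106 ± 5087 against 172 ± 99.9 CPM in Lhel (SE 0.61, adjusted p 1.37e-05, Ga0133561_11722), to 4009 ± 2445 against 330 ± 227 CPM in Lmel (Ga0133562_12565, SE 0.63, adjusted p 6.51e-04) and rose in Lkul as well (Ga0133564_11760, SE 0.64, adjusted p 9.43e-06). Glycerol-3-phosphate oxidase, the following step, rose in Lhel (Ga0133561_11723, 5.70, SE 0.55, adjusted p 9.30e-06), in Lmel (Ga0133562_12566, 3.98, SE 0.64, adjusted p 5.40e-04) and in Lkul (Ga0133564_11761, 6.52, SE 0.72, adjusted p 1.90e-05). In Lapi the kinase did not pass (Ga0133563_11613, -1.11, SE 0.46, adjusted p 0.0472). The genes were grouped by the study on these libraries, and no alternative moves a count by more than 1.5 times.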

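In the surface protein loci, 7 of 7 genes of Lhel (median log2 fold change 2.56), 6 of 6 of Lmel (2.87) and the 1 gene of Lapi were higher, while Lkul raised 7 and lowered 1 of 8, all the same over the list alone (5 against 5 bees). In Lmel a surface protein rose to 3464 ± 868 against 240 ± 157 CPM (Ga0133562_139, 4.10, SE 0.46, adjusted p 5.77e-05) and an LPXTG protein, which is anchored to the cell wall, by 3.03 (Ga0133562_1311, SE 0.48, adjusted p 5.16e-04). Lhel has a surface protein at 2103 ± 329 against 354 ± 122 CPM (Ga0133561_111655, 2.56, SE 0.27, adjusted p 2.06e-05) and an LPXTG protein at 2.29 (Ga0133561_111651, SE 0.25, adjusted p 2.57e-05). The LPXTG proteins of Lkul (Ga0133564_111779, 2.18, SE 0.29, adjusted p 8.35e-05; Ga0133564_111780, 2.54, SE 0.35, adjusted p 1.22e-04) and Lapi (Ga0133563_111494, 2.62, SE 0.34, adjusted p 2.39e-05) rose as well. The loci are the study's own choice from these bees. Without TMM, 3 of the Lhel genes stay called, and the calls end for Ga0133561_111651 (1.72), Ga0133561_111655 (1.99), Ga0133564_111779 (1.90) and Ga0133563_111494 (1.95).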

Altogether, these results suggest that the four species utilize different carbohydrate-related resources from pollen, which supports the niche partitioning hypothesis as the basis for coexistence.

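Beside its serial passages with and without pollen, its metabolomics and its rutin cultures, the paper argues from expression. It moves from genes that differ between diets to their function. From there it proposes that each species draws on its own carbohydrate resources in pollen, and so niche partitioning as the basis of coexistence. Of these steps, the counts bear on the first, with 796 genes called over the 4 species, and on whether families are called in 1 species or several. The bees of a diet shared 1 cage, so a cage effect and a diet effect are the same comparison here.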

### Transcriptional responses to pollen are similar in vivo and in vitro

In vivo gene expression differences between the two dietary conditions could be influenced by the host or by bacteria-bacteria interactions. Therefore, we carried out an additional transcriptomics analysis to disentangle the contribution of each of these factors to transcriptional changes in the four *Lactobacillus* species. 

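The cultures were sampled after 16 h, with 1% (w/v) pollen extract (PE) or glucose (G), 3 separate cultures per condition, each species alone or all 4 together. Gene reads per co-culture library ran from 2845280 to 3161476 in G (median 2960153) and from 1477579 to 2095244 in PE (median 2038925). Mono-cultures in G held 1058957 to 1582306 reads for Lhel (median 1431026), 182484 to 506479 for Lmel (412117), 146139 to 864343 for Lapi (338512) and 866413 to 1260311 for Lkul (1002268). In PE they held 417313 to 669329 for Lhel (475535), 337609 to 565999 for Lmel (482904), 185716 to 420965 for Lapi (217579) and 401100 to 552189 for Lkul (500501). The authors sequenced these libraries separately from the bees and tested each pair of conditions with edgeR. Here the 2 deposits of each co-culture library were summed, and each species was fitted once over its 4 conditions with 3 libraries each, on its own genes. Mono-cultures have no second deposit, so comparisons of co- with mono-culture differ in this too. Contrasts are PE against G in co-culture and in mono-culture, co-culture against mono-culture in PE and in G, and the interaction, which asks whether the PE effect differs between co- and mono-culture. Levels give PE first, or co-culture first where the cultures are compared.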

We grew the four species in vitro in either co-culture or mono-culture, and with either pollen extract (PE) or glucose as growth substrate (G) (Figure 5A). 

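In co-culture with PE, 3 against 3 cultures, Lkul raised mannose-family PTS parts of sugar import: the IIC component at least 442-fold (Ga0133564_11779), a fructoselysine-type component at least 339-fold (Ga0133564_11777) and the IIA component by a log2 fold change of 12.56 (Ga0133564_11190, SE 0.69, adjusted p 6.74e-13). Lapi raised a mannose-family IID component at least 321-fold (Ga0133563_111324), and Lmel a carbohydrate ABC membrane protein (Ga0133562_1322, log2 fold change 8.30, SE 0.40, adjusted p 1.33e-12) and beta-phosphoglucomutase of maltose breakdown (Ga0133562_1326, 8.30, SE 0.39, adjusted p 1.14e-12). All 12 libraries of Lhel, of Lmel and of Lapi had a nearest neighbour of their own condition. In Lkul the 3 co-culture G libraries had mono-culture G 3 as nearest, and the 3 co-culture PE libraries mono-culture PE 1, so the medium matched and the culture type did not. The at-least values set 3 reads against the group without reads.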

As for the in vivo RNA-Seq analysis, MDS plots of the normalized read counts indicated that the four species exhibit treatment-specific transcriptional responses (Figure 5—figure supplement 1).

**Figure 5.**
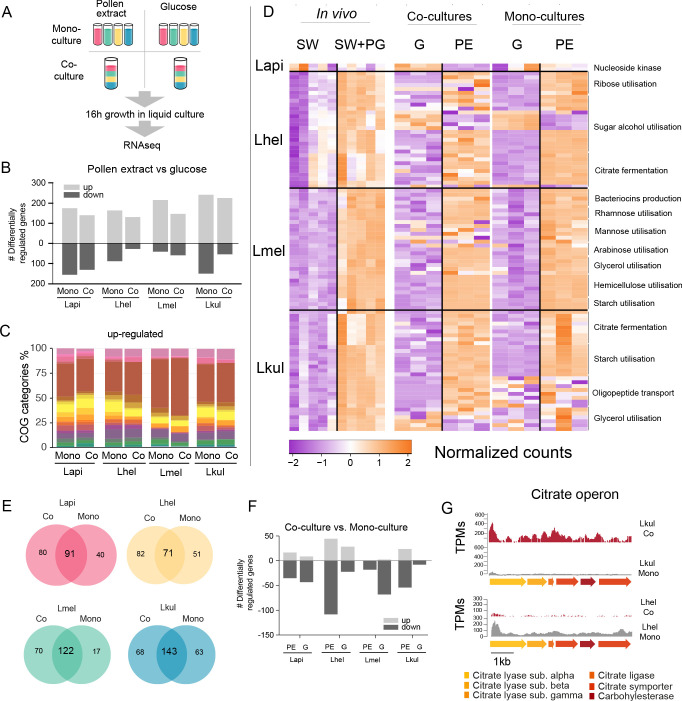
Transcriptome analysis of the four *Lactobacillus* species grown in vitro in pollen extract or in glucose. (**A**) Scheme of the 2x2 experimental design. Species were grown alone or together, in either glucose (**G**) or pollen extract (PE). (**B**) Number of differentially regulated genes in each of the four species in the presence of PE if compared to G. Mono, mono-culture, Co, co-culture. Up- and down-regulated genes are shown in different gray tones. (**C**) COG categories of genes up-regulated by the four species in the presence of PE if compared to G. The colors are the same as in Figure 3C. For COG definitions, see Supplementary file 2 Heatmap displaying normalized counts of selected genes differentially regulated across the in vivo and in vitro RNA-Seq experiments. We selected metabolic genes and gene clusters that were identified in the in vivo experiment to be differentially regulated across the two treatments and which could be assigned a putative function based on annotation. Counts were normalized for each gene and dataset separately, that is in vivo, co-cultures, and mono-cultures. (**E**) Venn diagrams displaying the overlap of the genes differentially regulated between the PE and G treatment when the four species were grown in co-culture (Co) and mono-culture (Mono). (**F**) Number of differentially regulated genes in each of the four species in co-culture relative to mono-culture. Up- and down-regulated genes are shown in different gray tones. (**G**) Transcripts per million (TPM) over a genomic region of Lkul and Lmel encoding genes for citrate fermentation (i.e. citrate operon) for a representative sample of the co-culture and the mono-culture treatment when grown in PE.

**Figure 5—figure supplement 1.**
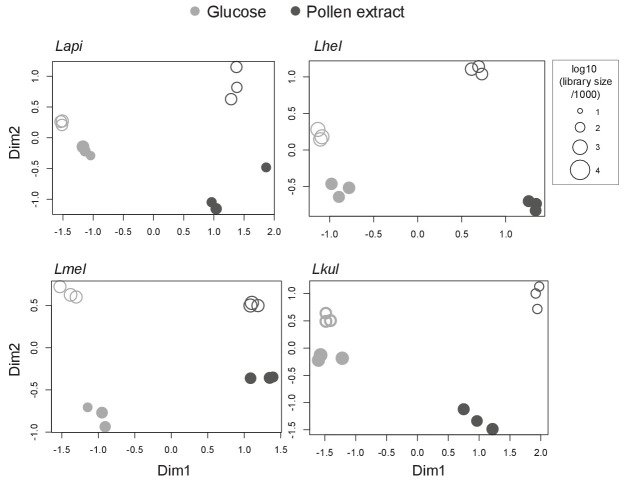
MDS plots of in vitro RNA-seq samples. Counts per million (cpm) were calculated for each sample (n=3) and visualized using multidimensional scaling (MDS) plots. X- and y-axis axes show first and second MDS dimension, respectively. Filled shapes represent mono-culture samples and empty shapes represent co-culture samples. Shapes size corresponds to the libraries size of that sample.

For each species, whether grown alone or in co-culture, we found between 159 and 393 genes to be differentially regulated between the PE and the G treatment (Figure 5B, log_2_FC ≥ |2| and p-value≤0.01). 

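In co-culture with PE, Lhel had 153 genes higher and 92 lower of 1669 tested, Lmel 189 and 48 of 1898, Lapi 160 and 145 of 1481, and Lkul 195 and 133 of 1800. In mono-culture the counts were 131 and 29, 144 and 58, 134 and 123, and 212 and 50. Lhel raised a mannitol PTS IIA component at least 53.5-fold (Ga0133561_11319), a ribose importer membrane protein at least 26.4-fold (Ga0133561_111671) and a BglG antiterminator, a switch of sugar genes, at least 21.3-fold (Ga0133561_111083). It lowered a DUF3100 protein at least 6.97-fold (Ga0133561_111739) and the ATP-binding part of an ABC-2 exporter at least 4.36-fold (Ga0133561_11825). Lmel lowered a DUF1883 protein (Ga0133562_121086, -3.83, SE 0.22, adjusted p 2.91e-11) and a DUF771 protein (Ga0133562_12208, -3.40, SE 0.50, adjusted p 1.28e-05), and Lapi the beta-glucoside PTS (Ga0133563_111486, -8.54, SE 0.70, adjusted p 8.92e-10) and an ABC-2 permease, at least 8.18-fold (Ga0133563_111066). Lkul lowered an acyltransferase of membrane lipids at least 14.4-fold (Ga0133564_111094) and an amino acid importer protein at least 12.2-fold (Ga0133564_11217). On the first deposit alone the calls end for Ga0133561_11319 (4.32), Ga0133561_111671 (6.27), Ga0133561_111739 (-6.37), Ga0133561_11825 (-5.96) and Ga0133563_111066 (-6.28), that of Ga0133561_11825 also with 2 groups in the fit (-6.13), and that of Ga0133561_111083 without co-culture PE 3 (5.65), where the values in brackets are set by the fit, as 1 group has no reads. The Lkul co-culture total of 328 is 195 on the first deposit. Without TMM the splits in co-culture are 83 and 235, 179 and 70, 40 and 937, and 136 and 306, with median shifts of -0.62, -0.19, -2.34 and -0.71, for Lhel, Lmel, Lapi and Lkul. In mono-culture they are 117 and 38, 141 and 58, 41 and 509, and 163 and 122, with shifts of -0.17, -0.02, -1.37 and -0.49.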

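COG G took 41 of 145 annotated higher genes of Lhel in co-culture with PE (28.3%) and 0 of 86 lower ones, 81 in Lmel (44.3%) and 2 of 39 lower ones, 47 of 159 (29.6%) and 9 of 131 in Lapi, and 65 of 190 (34.2%) and 4 of 106 in Lkul. Fisher's exact p was 4.7e-10, 8.4e-07, 5.4e-07 and 1.5e-10. In mono-culture it took 40 of 128 (31.3%) against 2 of 25 in Lhel, 71 of 141 (50.4%) against 7 of 55 in Lmel and 33 of 131 (25.2%) against 7 of 87 in Lapi, exact p 0.0152, 6.7e-07 and 0.00121. For Lkul in mono-culture categories cover 71.8% of the calls, which is under the 80% set beforehand, so the test there (65 of 167 against 1 of 21, exact p 0.00122) is set aside. PTS components of sugar import were 19 of 41, 46 of 81, 31 of 47 and 40 of 65 of the higher co-culture genes of COG G. Of the PTS components in the paper's tables of differing genes, co-culture PE raised 19 of 36 in Lhel, 45 of 74 in Lmel (48 over the list alone; the list lacks 1 component annotated in other words, Ga0133562_1184), 40 of 66 in Lkul (42) and 31 of 43 in Lapi, which lowered 4. Mono-culture PE raised 23 in Lhel, 37 in Lmel (38), 45 in Lkul (48) and 21 in Lapi (23), with 1 lowered in each of Lhel, Lmel and Lapi. The Lhel co-culture count is 12 on the first deposit, and without TMM Lapi has 17 in co-culture and 7 in mono-culture.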

As in vivo, Carbohydrate transport and metabolism (COG ‘G’) was the predominant functional category among the upregulated genes in the presence of pollen (Figure 5C) and enriched in all eight comparisons (four species, each alone or in co-culture, Fisher’s exact test p-value < 0.01, Supplementary file 8). Moreover, 25.3–36.9% of the genes upregulated in vivo were also upregulated in vitro in the presence of pollen. In particular, the species-specific carbohydrate metabolism functions described above (Figure 4) showed a similar transcriptional response to pollen in vivo and in vitro (Figure 5D). In contrast, most of the putative adhesin genes upregulated in vivo were not upregulated in vitro during growth in pollen or had relatively low transcripts per million (TPM). This suggests that these genes are either expressed in response to the host environment, or the presence of entire pollen grains or sugar water, both of which were only included in the in vivo but not in the in vitro experiment (Supplementary file 9). It is also noteworthy that fewer genes were downregulated than upregulated in pollen relative to glucose, and that the COG category ‘G’ was not enriched among the downregulated genes, which is concordant with our in vivo transcriptome analysis. 

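Of the 143 Lhel genes higher in bees with pollen, 71 were also higher with PE in co- or mono-culture (49.7%, 95% interval 41.6 to 57.7), where 18.3 would be shared by independent lists. Lmel shared 58 of 128 (45.3%, 37.0 to 53.9, 14.5 by chance), Lapi 37 of 76 (48.7%, 37.8 to 59.7, 10.7 by chance) and Lkul 88 of 153 (57.5%, 49.6 to 65.1, 22.6 by chance). Fisher's exact p was 3.2e-30, 1.9e-24, 8.3e-14 and 4.9e-39 over 1661, 1866, 1479 and 1789 genes tested in both settings. Genes raised in bees and in co-culture, whether or not also in mono-culture, number 55 in Lhel (38.5%), 52 in Lmel (40.6%), 34 in Lapi (44.7%) and 70 in Lkul (45.8%). Genes raised in bees and in both culture types number 39 in Lhel (27.3%), 46 in Lmel (35.9%), 25 in Lapi (32.9%) and 57 in Lkul (37.3%), a definition chosen after seeing the data. The intervals cover counting error only.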

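With PE in co-culture Lhel raised 10 of 16 sugar alcohol genes and 5 of 7 ribose genes, as sorbitol-6-phosphate 2-dehydrogenase at 361 ± 115 against 3.76 ± 3.19 CPM (Ga0133561_11549, log2 fold change 6.58, SE 0.37, adjusted p 2.62e-11) and the mannitol PTS IIC component (Ga0133561_11318, 4.47, SE 0.62, adjusted p 4.10e-06). The sorbitol PTS IIC component (Ga0133561_11552, 6.76, SE 0.60, adjusted p 1.14e-08), mannitol-1-phosphate dehydrogenase (Ga0133561_11320, 3.03, SE 0.51, adjusted p 4.38e-05) and the ribose binding protein (Ga0133561_111670, 3.95, SE 0.51, adjusted p 1.98e-06) rose, while ribokinase (Ga0133561_111674, 0.44, SE 1.75, adjusted p 0.846) and the galactitol PTS IIC component (Ga0133561_11422, -0.81, SE 0.27, adjusted p 0.0162) were not called. Lmel raised 11 of 11 hemicellulose genes (median log2 fold change 5.24), 9 of 9 starch genes, 3 of 3 rhamnose, 3 of 4 arabinose and 5 of 5 bacteriocin genes but 0 of 6 mannose genes, with alpha-mannosidase at 1.67 (Ga0133562_121190, SE 0.60, adjusted p 0.0276). Its xylosidase (Ga0133562_12583, 5.58, SE 0.28, adjusted p 2.33e-12), arabinose isomerase (Ga0133562_121288, 4.31, SE 0.28, adjusted p 1.33e-10), ribulokinase (Ga0133562_121290, 4.72, SE 0.31, adjusted p 1.55e-10), rhamnose isomerase (Ga0133562_12100, 208 ± 60.0 against 11.2 ± 6.76 CPM, adjusted p 2.36e-08) and LanM (Ga0133562_11206, 3.31, SE 0.36, adjusted p 3.38e-07) rose, as did maltose phosphorylase, to 6176 ± 339 against 17.8 ± 12.9 CPM (Ga0133562_1327, 8.44, SE 0.34, adjusted p 2.63e-13). Without TMM 3 of the Lhel ribose genes stay called, and on the first deposit 1, while 1 mannose gene of Lmel is called without co-culture G 2, its alpha-mannosidase at 2.59 (Ga0133562_121190).

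The starch cluster of Lkul was higher in 8 of 8 genes (6.84), with maltose phosphorylase at 6.26 (Ga0133564_111796, SE 0.42, adjusted p 1.79e-11). In Lapi 29 of 29 PTS locus genes, 4 of 4 osmoprotectant and 2 of 2 alpha-mannoside genes were higher, the IIC component at 1239 ± 348 against 3.32 ± 1.58 CPM (Ga0133563_111515, 8.45, SE 0.94, adjusted p 1.38e-07), and 0 of 2 deoxynucleoside kinases was called (Ga0133563_111586, 1.95, SE 0.29, adjusted p 7.66e-06). The PTS loci of the others rose in 4 of 15 genes in Lhel, 31 of 57 in Lmel (32 over the list alone) and 31 of 50 in Lkul (33). Glycerol genes rose in 4 of 5 in Lhel, 6 of 8 in Lmel, 6 of 10 in Lkul and 2 of 2 in Lapi, organic acid genes in 2 of 8 in Lhel and 6 of 8 in Lkul, and the possible sugar locus of Lhel had 2 higher and 2 lower of 7. The lists come from the study's bee libraries and partly from these cultures, and list-alone counts differ only where given. Without TMM the Lapi counts are 16 PTS locus, 0 osmoprotectant, 1 alpha-mannoside and 0 glycerol genes. The alpha-mannoside count is 1 without co-culture PE 2 and on the first deposit and 0 under filterByExpr, and the kinase Ga0133563_111586 is called without co-culture G 1 (2.01). On the first deposit Lkul has 3 glycerol and 2 organic acid genes. Lhel has 4 organic acid genes without co-culture G 2 or PE 2 and 1 without TMM, and its possible sugar locus has 1 lower gene without co-culture PE 2 or PE 3 and 1 higher on the first deposit.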

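The surface protein of Lmel that was raised in bees showed no rise in culture, -0.34 in co-culture (SE 0.17, adjusted p 0.112) and -1.58 in mono-culture (SE 0.18, adjusted p 7.20e-07) (Ga0133562_139, log2 fold change, 3 against 3 cultures). The wall-anchored LPXTG protein of Lmel moved down in mono-culture (Ga0133562_1311, -2.02, SE 0.21, adjusted p 1.67e-07), and -1.37 in co-culture was not called. In Lhel the surface protein stood at 762 ± 142 against 431 ± 5.52 CPM in co-culture (Ga0133561_111655, 0.83, SE 0.17, adjusted p 2.72e-04), and its LPXTG protein at 0.08 (Ga0133561_111651, SE 0.17, adjusted p 0.685). The LPXTG proteins of Lkul read -1.45 (Ga0133564_111779) and -1.99 (Ga0133564_111780), and that of Lapi 0.15 (Ga0133563_111494), none called. Over the surface loci, co-culture PE raised 1 of 7 in Lhel, 0 of 6 in Lmel, 2 of 8 in Lkul with 1 lowered, and 0 of 1 in Lapi. Mono-culture PE raised 1, 0, 2 and 0, with 2 lowered in Lmel. Counts over the list alone are the same, and in Lmel the edgeR exact test also calls 0 higher. In Lkul, Ga0133564_111779 becomes a call of a lower gene without TMM (-2.17) and Ga0133564_111780 by the edgeR exact test (-2.27), by DESeq2 (-2.18), without TMM scaling (-2.71), under filterByExpr (-2.09), with a replicate block (-2.01), with 2 groups in the fit (-2.27) and with the library co-culture PE 2 (-2.19), co-culture PE 3 (-2.33) left out, adjusted p over the alternatives 3.82e-17 to 1.88e-05. For Lapi Ga0133563_111494 does so without TMM (-2.18), and the Lmel LPXTG call ends by the edgeR exact test (-1.99), by DESeq2 (-1.98), with 2 groups in the fit (-1.99) and with the library mono-culture G 1 (-1.95), mono-culture G 2 (-1.96), mono-culture PE 1 (-1.91), mono-culture PE 3 (-1.97) left out, adjusted p over the alternatives 8.00e-17 to 4.41e-06. The Lkul count of higher genes is 1 without co-culture G 3 or PE 1, its lowered count 2 without co-culture PE 2 or PE 3, and the Lhel mono-culture count 0 without mono-culture G 1 or PE 2. The Lmel lowered count is 1 without mono-culture G 2 or PE 1, and 0 without mono-culture G 1 or PE 3, by the exact test, by DESeq2 and with 2 groups in the fit.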

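Lower genes were fewer than higher ones in every species and culture type, from 29 against 131 in Lhel alone to 145 against 160 in Lapi together with the others. The higher genes made up 62.4% of calls in Lhel, 79.7% in Lmel, 52.5% in Lapi and 59.5% in Lkul in co-culture, and 81.9%, 71.3%, 52.1% and 80.9% in mono-culture. COG G, sugar transport and breakdown, took 0% to 6.87% of the lower annotated genes in co-culture, and in mono-culture 8.00% in Lhel, 12.7% in Lmel and 8.05% in Lapi (4.76% in Lkul, where categories cover 71.8% of the calls). This balance depends on the scaling. Without TMM the higher genes are 26.1%, 71.9%, 4.09% and 30.8% in co-culture and 75.5%, 70.9%, 7.45% and 57.2% in mono-culture. In Lapi the 10 most abundant genes take 65.9% of its reads in co-culture PE and 24.4% in co-culture G. In bees, with TMM, Lapi was the species with more lower than higher genes. Without TMM, Lhel (99 higher and 109 lower) and Lmel (62 and 98) had more lower genes as well.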

(Supplementary file 8). Based on these results, we conclude that each species upregulates specific operons for the transport and utilization of different carbohydrates (e.g. sugar alcohols and glycans) in response to the presence of pollen, independent of the host environment.

### The presence of other community members has little impact on the transcriptional profile of the four species

We found that a large fraction of the genes upregulated in PE relative to G in the mono-cultures were also upregulated in the co-cultures (58.2–87.8%, Figure 5E). In particular, the gene clusters identified to be regulated in a species-specific manner (see above) showed highly concordant gene expression profiles in vitro independent of the presence/absence of the other *Lactobacillus* species. This was confirmed by the direct comparison of mono-culture and co-culture conditions. In comparison to the nutritional treatments, fewer genes (9–149 genes) were differentially expressed between co-culture and mono-culture treatments (log_2_FC ≥ |2| and p-value≤0.01), (Figure 5F).

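Of the genes higher with PE when a species grew alone, 71 of 131 were also higher in co-culture in Lhel (54.2%, 45.7 to 62.5), 82.6% of 144 in Lmel (75.6 to 88.0), 86 of 134 in Lapi (64.2%, 55.8 to 71.8) and 143 of 212 in Lkul (67.5%, 60.9 to 73.4). Independent lists would share 12.0, 14.3, 14.5 and 23, Fisher's exact p 1.5e-45, 3.35e-112, 1.8e-59 and 2.55e-112. Sorbitol-6-phosphate 2-dehydrogenase of Lhel, of sugar alcohol use, is among the shared genes (Ga0133561_11549, 1958 ± 451 against 10.2 ± 1.81 CPM in mono-culture, log2 fold change 7.54, SE 0.31, adjusted p 2.38e-13). On the first deposit alone Lhel shares 35.6%.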

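Lkul raised 8 of 8 starch genes in mono-culture too (median log2 fold change 8.50), with maltose phosphorylase at 4441 ± 373 against 10.5 ± 5.99 CPM (Ga0133564_111796, 8.74, SE 0.42, adjusted p 8.52e-14). Lmel alone raised 11 of 11 hemicellulose, 9 of 9 starch, 3 of 3 rhamnose, 3 of 4 arabinose, 1 of 6 mannose and 4 of 5 bacteriocin genes, and Lhel 11 of 16 sugar alcohol genes, with 2 lower, and 7 of 7 ribose genes, ribokinase by 5.68 (Ga0133561_111674, SE 0.87, adjusted p 2.38e-05). The lower ones include the galactitol PTS IIC component, at 107 ± 10.8 against 789 ± 243 CPM (Ga0133561_11422, -2.88, SE 0.23, adjusted p 5.81e-09). In Lapi 19 of 29 PTS locus genes rose (21 over the list alone), 0 of 4 osmoprotectant, 0 of 2 alpha-mannoside and 0 of 2 deoxynucleoside kinase genes. PTS locus genes rose in 11 of 15 in Lhel, 28 of 57 in Lmel and 32 of 50 in Lkul (34 over the list alone), and the possible sugar locus of Lhel in 1 of 7. Glycerol genes rose in 5 of 5 in Lhel, 5 of 8 in Lmel, 6 of 10 in Lkul and 1 of 2 in Lapi, and organic acid genes in 2 of 8 in Lhel and 7 of 8 in Lkul (8 over the list alone). The interaction test found the PE effect to differ between co- and mono-culture for 117 genes in Lhel, 22 in Lmel, 59 in Lapi and 29 in Lkul. In Lapi it is 99 by DESeq2, 99 without TMM and 96 without mono-culture PE 2, and in Lkul 52 by DESeq2, 17 on the first deposit, 18 without mono-culture PE 3 and 19 without mono-culture G 2, co-culture G 2 or co-culture G 3. The Lapi IIC component (Ga0133563_111515, 3.52) loses its call without TMM scaling (1.77), with 2 groups in the fit (3.56) and with the library mono-culture G 2 (3.57), mono-culture G 3 (3.43), mono-culture PE 2 (-0.12) left out, adjusted p over the alternatives 7.18e-05 to 0.892. Without TMM 4 of the Lapi PTS genes stay called, and the Lmel bacteriocin count is 2 without mono-culture G 1 or PE 1. The sole Lapi glycerol gene is not called without mono-culture G 3, PE 1 or PE 2, and 1 osmoprotectant gene is called without mono-culture G 2, PE 1 or PE 3. Organic acid genes of Lhel number 1 without mono-culture G 1, G 3 or PE 2. The mannose count of Lmel is 0 without mono-culture G 1, G 2, PE 1 or PE 2, and 3 by the exact test, on the first deposit or with 2 groups in the fit.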

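Co-culture against mono-culture in PE gave 49 higher and 116 lower genes in Lhel, 0 and 23 in Lmel, 18 and 41 in Lapi, and 24 and 62 in Lkul (3 against 3 cultures). Lmel lowered a glucose-family PTS component, of sugar import, to 109 against 6982 CPM (Ga0133562_1175, SE 0.28, adjusted p 1.36e-11) and a mannose PTS IIB component (Ga0133562_1228, -5.83, SE 0.98, adjusted p 3.96e-04). Lapi raised a cobalamin adenosyltransferase, of vitamin B12 use, to 16601 ± 5220 against 2005 ± 720 CPM (Ga0133563_1156, 3.06, SE 0.30, adjusted p 3.38e-07) and a DUF4430 protein (Ga0133563_1158, 3.40, SE 0.32, adjusted p 3.11e-07), and lowered an ABC-2 ATP-binding protein (Ga0133563_11832, -4.12, SE 1.04, adjusted p 0.00761) and the purine repressor PurR (Ga0133563_111351, -3.56, SE 0.71, adjusted p 0.00131). Lhel raised a transposase (Ga0133561_111285, 4.29, SE 0.65, adjusted p 1.51e-05) and the BglG antiterminator (Ga0133561_111083, 4.66, SE 1.37, adjusted p 0.00911), and lowered a sorbose PTS IIB component at least 9.11-fold (Ga0133561_11326) and fructuronate reductase, of sugar acid use, at least 7.19-fold (Ga0133561_11578). Lkul lowered a fructoselysine-type PTS component at least 29.3-fold (Ga0133564_11388) and a tRNA lysidine synthase at least 6.70-fold (Ga0133564_111480), and 3 of its 8 starch genes. Of the COG J genes, for translation, that the paper's tables of differing genes hold, and so not of every translation gene, Lhel lowered 26 of 42 (27 over the list alone), where pollen in bees raised 1 and lowered 5, or 0 and 3 with a replicate block. On the first deposit the calls end for Ga0133562_1228 (-3.81), Ga0133561_11326 (-7.04), Ga0133561_11578 (-6.70) and Ga0133564_111480 (-8.11), the last also with 2 groups in the fit (-7.25), and by DESeq2 for Ga0133564_11388 (-7.29), where the values other than the first are set by the fit, as co-culture has no reads. For Ga0133561_111083 the call ends without TMM scaling (4.25), with a replicate block (4.58), with 2 groups in the fit (4.43) and with the library mono-culture PE 1 (4.25), mono-culture PE 2 (7.17), mono-culture PE 3 (4.04), co-culture PE 3 (3.15) left out, adjusted p over the alternatives 0.00502 to 0.107. The call of Ga0133563_11832 ends by the edgeR exact test (-3.95), on the first deposit alone (-2.27), with 2 groups in the fit (-3.97) and with the library mono-culture PE 1 (-4.41), mono-culture PE 2 (-3.98), mono-culture PE 3 (-4.04), co-culture PE 1 (-3.55), co-culture PE 3 (-3.69) left out, adjusted p over the alternatives 0.00351 to 0.222, and that of Ga0133563_111351 by the edgeR exact test (-3.46), on the first deposit alone (-1.72), with 2 groups in the fit (-3.46) and with the library mono-culture PE 3 (-3.10) left out, adjusted p over the alternatives 9.99e-05 to 0.178. The Lapi total of 59 is 29 without mono-culture PE 1, 35 without mono-culture PE 3 and 90 without mono-culture PE 2, and 36 by the exact test, 32 on the first deposit and 30 with 2 groups in the fit, which brings the Lkul total of 86 to 53. Without TMM the higher genes are 19 of 202, 0 of 23, 5 of 72 and 13 of 113 (median shifts -0.37, -0.04, -0.43, -0.26).

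In G the splits were 28 and 14 in Lhel, 1 and 48 in Lmel, 10 and 37 in Lapi, and 1 and 6 in Lkul. Lmel lowered the symporter of the citrate locus (Ga0133562_12824, -5.36, SE 0.34, adjusted p 3.34e-09) and a gene annotated as RraA, a regulator of RNase E activity (Ga0133562_12825, -6.67, SE 0.64, adjusted p 5.14e-07), with the DUF1883 protein up (Ga0133562_121086, 2.21, SE 0.21, adjusted p 5.14e-07). Lapi lowered a surface protein to 891 ± 39.6 against 20065 ± 8983 CPM (Ga0133563_111489, -4.49, SE 0.34, adjusted p 3.17e-09) and the transaminase that makes glucosamine-6-phosphate (Ga0133563_11580, -3.99, SE 0.28, adjusted p 1.43e-09), and raised a glycan synthase (Ga0133563_111217, 3.46, SE 0.56, adjusted p 9.92e-05) and a mannose PTS IIB component (Ga0133563_11299, 2.53, SE 0.65, adjusted p 0.00825). Lhel raised an ABC exporter to 682 ± 69.8 against 48.1 ± 10.7 CPM (Ga0133561_111772, 3.83, SE 0.20, adjusted p 9.61e-11) and cytosine permease, which imports a base (Ga0133561_111511, 4.15, SE 0.63, adjusted p 4.52e-05), and lowered the galactitol PTS IIC component (Ga0133561_11422, -2.78, SE 0.22, adjusted p 1.67e-08) and a multidrug transporter ATPase (Ga0133561_111430, -3.78, SE 1.03, adjusted p 0.00822). Lkul lowered mannose PTS IIC to 4.55 ± 2.51 against 323 ± 55.2 CPM (Ga0133564_111893, -6.12, SE 0.49, adjusted p 9.71e-09) and IIB (Ga0133564_111894, -4.96, SE 0.57, adjusted p 2.51e-06), with a transporter of the major facilitator family up (Ga0133564_11210, 2.35, SE 0.39, adjusted p 8.83e-04). The calls end for Ga0133562_121086 on the first deposit (1.73), for Ga0133561_111430 without TMM scaling (-3.73), on the first deposit alone (-3.14), with a replicate block (-3.78) and with the library mono-culture G 1 (-3.84), mono-culture G 2 (-3.77), mono-culture G 3 (-3.68), co-culture G 2 (-3.33), co-culture G 3 (-3.28) left out, adjusted p over the alternatives 1.19e-05 to 0.0384, and for Ga0133564_11210 with the library mono-culture G 2 (2.24), co-culture G 3 (2.09) left out, adjusted p over the alternatives 1.22e-11 to 0.021. For Ga0133563_11299 the call ends with a replicate block (2.76) and with the library mono-culture G 1 (2.43), mono-culture G 2 (2.25), mono-culture G 3 (3.43), co-culture G 1 (2.79), co-culture G 2 (2.50), co-culture G 3 (2.31) left out, adjusted p over the alternatives 9.50e-07 to 0.0797. Without TMM the splits are 31 and 8, 2 and 43, 29 and 10, and 1 and 6 (shifts 0.08, 0.12, 0.53, -0.05), so in Lapi most calls are then higher.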

We could not find any consistent pattern across the four species in terms of COG category enrichment (Supplementary file 8). Moreover, only a few genes were differentially expressed in more than one species (6.25–30%), or across both nutrient conditions (1.86–5.33%). 

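Called in both media were 6 of 201 genes in Lhel, 2 of 70 in Lmel, 8 of 98 in Lapi (6 of them the same way) and 1 of 92 in Lkul, counting genes called in either medium. Over the species, 15 genes moved the same way in both, which is 4.50% of the 333 called in PE and 10.3% of the 145 called in G. The shared lower genes of Lapi, 6 where independent lists would share 1.02, passed Fisher's exact test (p 3.8e-04), and so did the 3 shared higher genes of Lhel (0.822, exact p 0.0465). Genes whose family was also called in another species were 21 of 153 in Lhel (13.7%), 13 of 53 in Lapi (24.5%) and 17 of 78 in Lkul (21.8%) in PE. In G they were 3 of 35 in Lhel (8.57%), 4 of 45 in Lmel (8.89%), 5 of 44 in Lapi (11.4%) and 0 of 7 in Lkul. For Lmel in PE families cover 78.3% of the calls, under the 80% set beforehand, so no share is given.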

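In PE, citrate lyase, which splits citrate for fermentation, was higher in Lkul with the other species than alone and lower in Lhel. The Lkul alpha subunit stood at 2797 ± 1110 against 322 ± 102 CPM (Ga0133564_111047, log2 fold change 3.11, SE 0.36, adjusted p 1.29e-06) and the beta subunit at 1478 ± 60.1 against 215 ± 73.3 CPM (Ga0133564_111048, 2.78, SE 0.36, adjusted p 4.99e-06), and the anion symporter rose by 2.18 (Ga0133564_111052, SE 0.38, adjusted p 2.86e-04). The Lhel beta subunit fell to 62.2 ± 19.4 against 271 ± 45.3 CPM (Ga0133561_11979, -2.10, SE 0.32, adjusted p 1.67e-05), and the alpha subunit did not reach the fold needed (Ga0133561_11978, -1.45, SE 0.34, adjusted p 0.00155). Of the locus, 4 of 9 genes were higher in Lkul (5 over the list alone) and in Lhel 7 of 10 lower and 1 higher (median -2.72). In G, 0 of 9 changed in Lkul by edgeR or the exact test, with the alpha subunit at 0.67 (adjusted p 0.548). Against glucose, PE raised 9 of 9 in Lkul together and 8 of 9 alone (9 over the list alone), and 8 of 10 in Lhel both together and alone. Lmel raised 5 of 6 together and 0 of 6 alone, and in G all 6 were lower together than alone (median -4.47), the alpha subunit at 13.2 ± 10.8 against 225 ± 23.8 CPM (Ga0133562_12819, -4.07, SE 0.37, adjusted p 4.01e-07). The interaction, which tests whether the PE effect depends on the company, was called for 2 genes in Lkul, 3 in Lhel (lower) and 4 in Lmel (5 over the list alone). The Lkul interactions drop to 0 without co-culture G 2, G 3, PE 2 or mono-culture PE 3 and to 1 without co-culture PE 1 or mono-culture G 3 or PE 1. Those of Lhel are 2 without co-culture G 2 or PE 2 or mono-culture G 1, and 1 without mono-culture PE 1. The Lhel co-culture count of 8 is 1 on the first deposit and 4 without TMM or with 2 groups in the fit, and that of Lkul alone is 5 without TMM. The calls end for Ga0133564_111052 without TMM scaling (1.95), on the first deposit alone (1.62) and with the library mono-culture PE 1 (1.89), co-culture PE 2 (1.74) left out, adjusted p over the alternatives 6.85e-06 to 0.00429, and for Ga0133561_11979 with the library mono-culture PE 1 (-1.96), co-culture PE 3 (-1.85) left out, adjusted p over the alternatives 1.07e-10 to 3.08e-04. The Fig. 5G genes were picked by the study from these cultures.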

Citrate fermentation genes were upregulated in Lkul in co-culture relative to mono-culture when grown in pollen, whereas in Lhel the opposite was observed (Figure 5G). Also of note, the oligopeptide transporter system which was upregulated in vivo in Lkul in the presence of pollen, was also upregulated in vitro in the presence of pollen, but only when other species were present. These two specific examples show that a few metabolic functions are differentially regulated in response to other bacteria, but not always in the same direction across species, or only in a specific nutrient condition. 

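Summed over its 8 genes, the oligopeptide importer of Lkul stood at 8237 ± 2122 CPM in co-culture with PE, 187 ± 30.2 alone with PE, 151 ± 35.0 in co-culture with G and 161 ± 22.8 alone with G (mean ± SD, 3 cultures each). The citrate locus, summed over 9 genes, stood at 10642 ± 3496, 3176 ± 1184, 589 ± 116 and 387 ± 135. All 8 oligopeptide genes rose with PE in co-culture (median log2 fold change 7.91), 0 in mono-culture (0.69) and 8 in co-culture against mono-culture with PE (6.98), the same over the list alone, and 0 of 8 differed between the cultures in G. The substrate-binding protein went to 3633 ± 889 against 4.97 ± 2.79 CPM against glucose in co-culture (Ga0133564_11544, 9.41, SE 0.52, adjusted p 6.74e-13) and 0.82 in mono-culture (SE 0.61, adjusted p 0.317), and the interaction, 8.59 (SE 0.82, adjusted p 3.4e-07), passed the test. The interaction was called for 4 of the 8 genes, or 8 over the list alone and 8 by DESeq2, and for the ATP-binding subunit it read 5.00 (SE 1.37, adjusted p 0.0385, Ga0133564_11547), not called. The authors picked out this importer for that very pattern in these cultures. The counts over the list alone are thus no independent evidence. Next to the importer, fructoselysine 6-kinase, which prepares a glycated amino acid for breakdown, rose in co-culture with PE to 1874 ± 865 against 4.51 ± 1.68 CPM (Ga0133564_11543, 8.59, SE 0.68, adjusted p 3.84e-09). Between media and between cultures, no alternative moves the counts of the importer by more than 1.5 times.

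**Figure D2:**
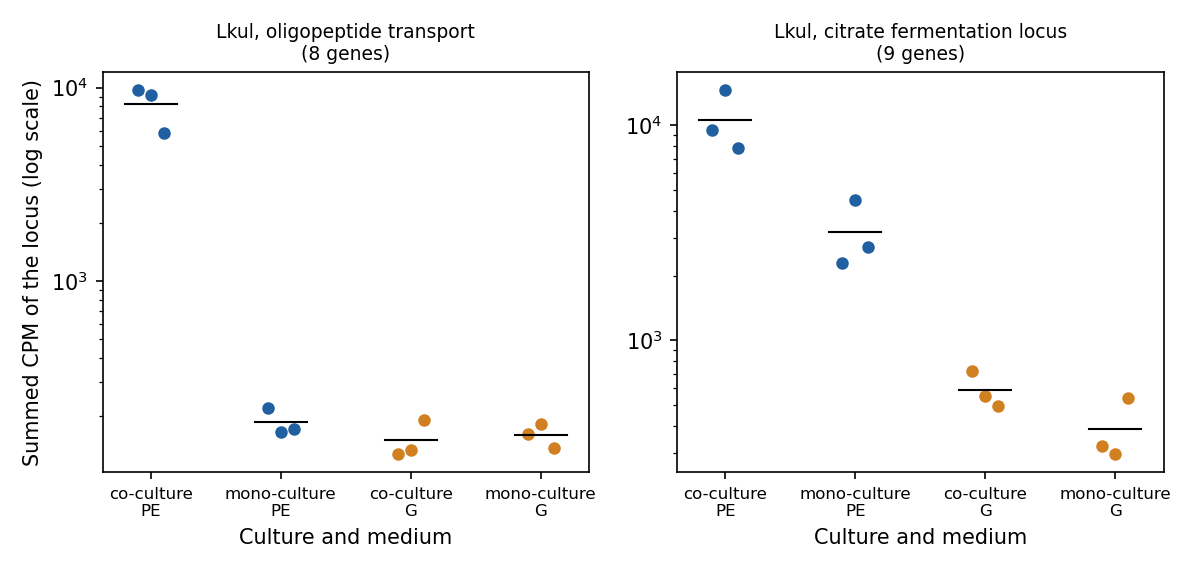
Summed CPM of the oligopeptide and citrate loci of Lkul in the 4 culture conditions, log scale, 3 cultures each with the mean as a line.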

We thus conclude that the main factor driving changes in gene expression in the four strains is the presence of pollen, rather than the presence of other *Lactobacillus* species.

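The paper rests this on the overlap of the PE response between mono- and co-culture, on the like profiles of its gene clusters, and on fewer genes moved by the other species than by the medium. The totals here are 245, 237, 305 and 328 for PE against G in co-culture, against 165, 23, 59 and 86 for co- against mono-culture in PE and 42, 49, 47 and 7 in G, for Lhel, Lmel, Lapi and Lkul. By this test the medium moved more genes in every pairing of Lmel, Lapi and Lkul. In Lhel it moved 160 genes in mono-culture and the company 165 in PE, an order that turns with the edgeR exact test (150 higher and 35 lower against 167 in all), with 2 groups in the fit (177 and 151) and on the first deposit (178 and 163), and holds by DESeq2 (167 and 175) and without TMM (155 and 202). Each total counts calls at a fixed fold and p, and no test compares 2 totals.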

### Metabolomics analysis reveals differences in flavonoid and sugar metabolism across the four *Lactobacillus* species

Our transcriptome analyses suggest that differences in sugar metabolism may enable the four species to coexist in the presence of pollen in vitro and in vivo. To assess species-specific metabolic changes when grown in pollen, we profiled the metabolome of the pollen extract medium before (t = 0 hr) and after bacterial growth (t = 16 hr) using Q-TOF-based untargeted metabolomics (Fuhrer et al., 2011). We annotated a total of 657 ions of which 406 could be reliably categorized as pollen-derived ions, as opposed to ions originating from the base medium (see Materials and methods, Supplementary file 10, Figure 6—figure supplement 2). The metabolomics data clearly separated the four species indicating distinctive metabolic changes and thus corroborating the transcriptome results (Figure 6—figure supplement 1). A total of 76 pollen-derived ions showed a significant decrease in abundance over-time (log2FC ≤ −1 and p-value≤0.01, Student’s t-Test, BH correction) (Figure 6A, Supplementary file 10). Of those, 24 ions decreased in abundance in all four species, another 24 ions decreased in abundance in only a subset of the species, and the remaining 28 ions decreased in abundance in only a single species (Figure 6A). Ions annotated as glycosylated flavonoids were among the top ions responsible for the separation of the four species in the PCA (Figure 6—figure supplement 1). Lmel depleted six different ions annotated as flavonoids (isoorientin 2’’-O-rhamnoside, quercetin-3-O-glucoside, vitexin, rutin, luteolin-7-O-(6’’-malonylglucoside), and quercetin-3-O-beta-D-glucosyl-(1->2)-beta-D-glucoside), while Lapi depleted three ions annotated as flavonoids (isoorientin 2’’-O-rhamnoside, quercetin-3-O-glucoside, vitexin) (Figure 6A, Figure 6—figure supplement 3). In contrast, Lkul only depleted the flavonoid ion annotated as isoorientin 2’’-O-rhamnoside, and no flavonoid ion changes were identified for Lhel (Figure 6A, Figure 6—figure supplement 3).

**Figure 6.**
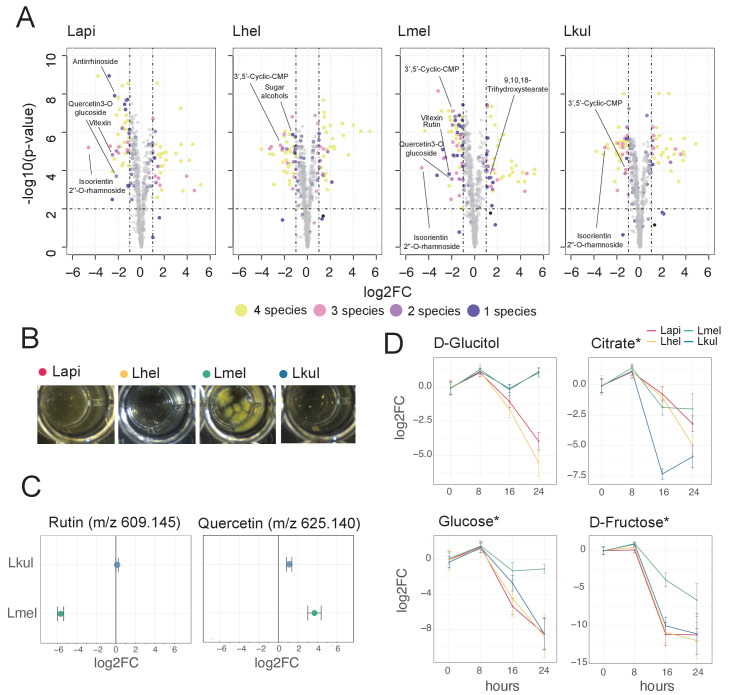
Metabolomics analysis shows differences in the utilization of pollen-derived glycosides across the four *Lactobacillus* species. (**A**) Volcano plots displaying ions with significant fold changes (FC) for each of the four species after 16 hr of growth in pollen extract versus glucose. Each dot corresponds to an ion in the untargeted metabolomics dataset. Different colors represent ions that significantly change over time in one, two, three, or four species. Dashed black lines represent the significance thresholds: p-value < 0.01 and log2FC < −1 or > 1. (**B**) Culture wells of the four species grown in cfMRS + 0.05% rutin after 16 hr of incubation. The yellow precipitate is only visible for Lmel. (**C**) Rutin and quercetin detection in spent medium of Lmel and Lkul grown in cfMRS + 0.05% rutin after 16 hr of incubation (n=5). (**D**) Changes in key metabolites during growth measured by GC-MS (n=5). Log2FC relative to time point 0 is plotted. Time is reported in hours. * Indicates metabolites whose identity was confirmed using analytical standards. For m/z values see Supplementary file 10.

**Figure 6—figure supplement 1.**
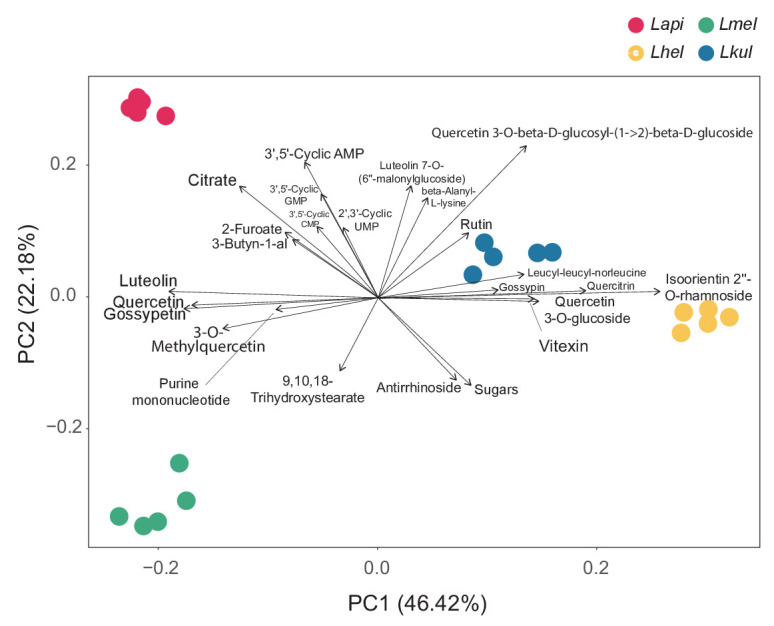
PCA in vitro metabolomics. Principal component analysis (PCA) of the metabolome profile of each species based on the log2FC values calculated between the two time-points for each ion. The larger the distance between species on the PCA axes, the more they differ in their metabolome profiles. The arrows, that is the environmental vectors, point in the direction of the maximum correlation with the environmental variable, that is the ions. The ions on the tip of the longest arrows are the ones that explain the most of the distribution of the data within the PCA. Only the top 24 ions explaining the data distribution are displayed.

**Figure 6—figure supplement 2.**
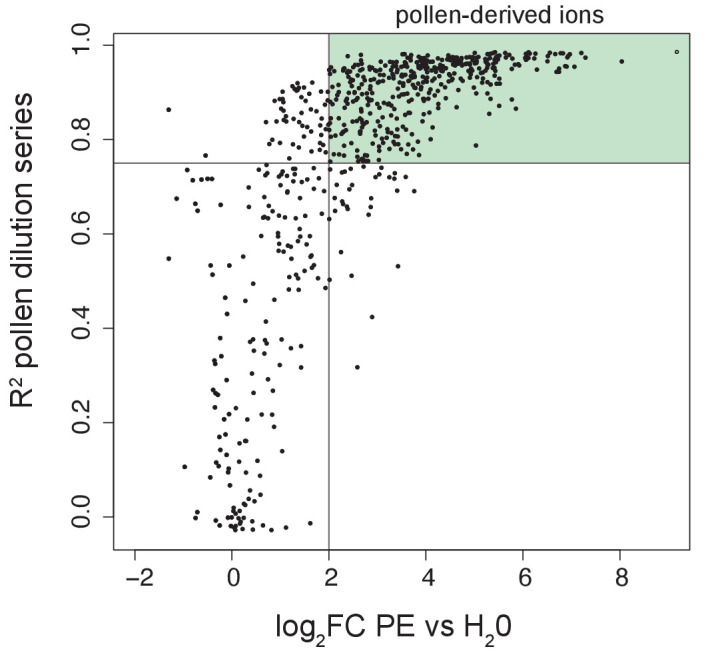
Definition of pollen-derived ions. Volcano plot displaying R2 values obtained from the pollen dilution series regression lines and the log2FC calculated between undiluted pollen extract and water. The lines represent the thresholds that we set to define an ion as pollen-derived: log2FC > two and R2 > 0.75. Within the light green area are included the ions that we consider pollen-derived (n = 406).

**Figure 6—figure supplement 3.**
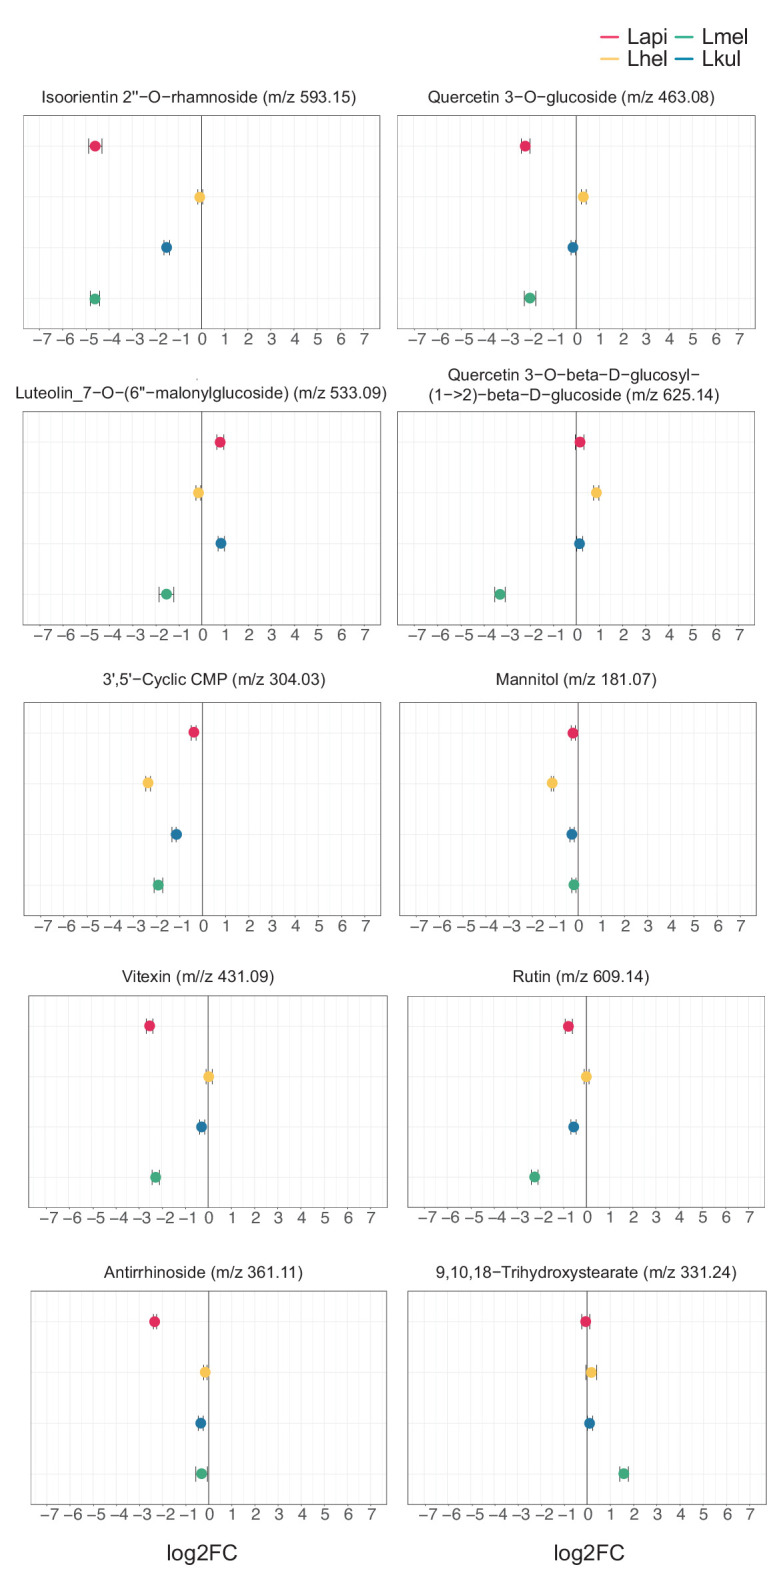
Untargeted metabolomics: key metabolites discussed in the main text. In vitro metabolomics of spent medium of the four species grown in cfMRS + PE for 16 hr. The log2FC was obtained comparing the ion intensities at the end and at the beginning of the experiment.

**Figure 6—figure supplement 4.**
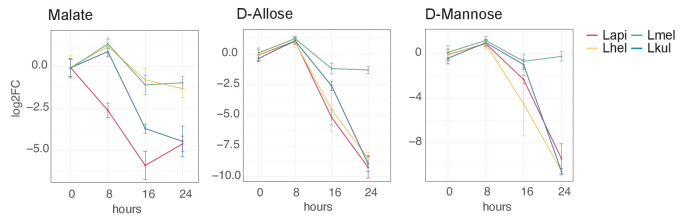
GC-MS detection of key metabolites over time. Log2FC relative to T0 is plotted. Time is reported in hours. For m/z values see Supplementary file 10.

**Figure 6—figure supplement 5.**
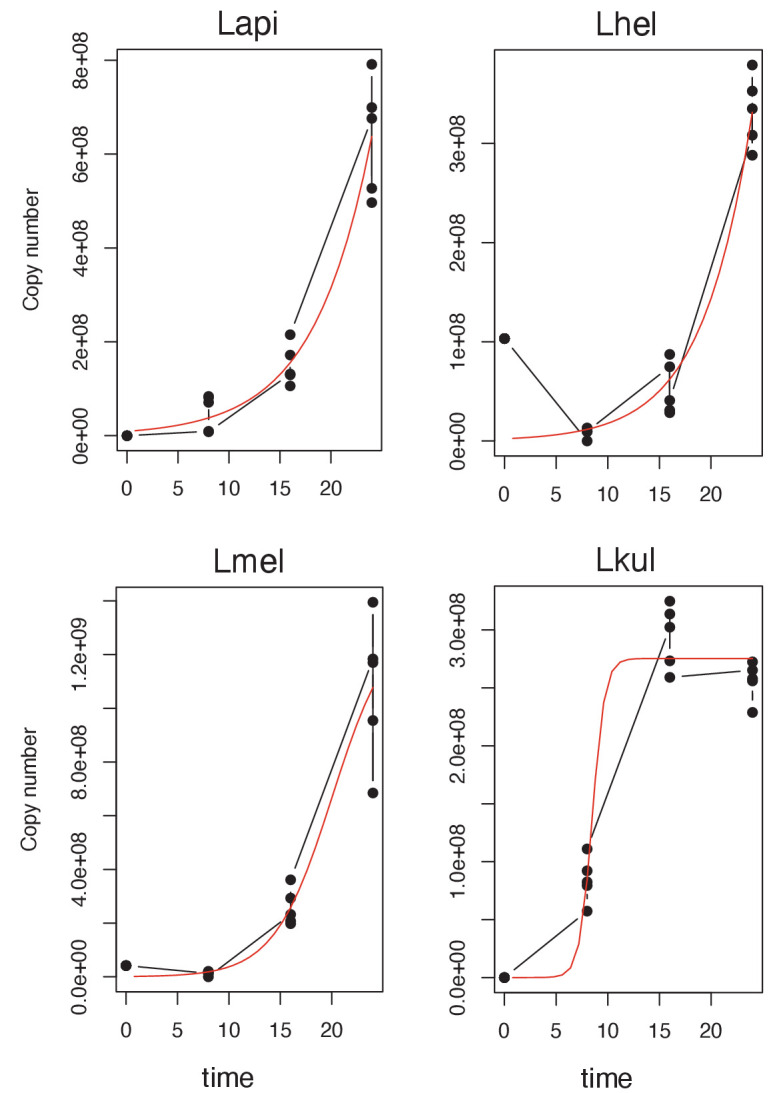
Logistic regression growth curve of the four species. Growth-curve data were obtained for the four species at the four time-points included in the second metabolomics experiment (growth in presence of pollen extract) by qPCR (copy number) and fitted to a standard form of the logistic equation. Each point represents one replicate (n=5).

To corroborate the species-specific utilization of flavonoids, we incubated each of the four species in base culture medium supplemented with rutin. We observed the formation of a yellow insoluble precipitate only in the wells incubated with Lmel (Figure 6B). Metabolomics analysis confirmed that rutin was depleted in these wells and that the yellow precipitate corresponded to an accumulation of quercetin, the water-insoluble, deglycosylated aglycone of rutin (Figure 6C). These findings are consistent with our transcriptome results which show that Lmel is the only species that upregulated a rhamnosidase gene known to cleave rhamnose residue from rutin (Beekwilder et al., 2009; Figure 4).

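The rhamnosidase of Lmel, which clips rhamnose from plant glycosides, rose in bees with pollen to 2325 ± 1086 against 377 ± 292 CPM (Ga0133562_12578, log2 fold change 2.54, SE 0.50, adjusted p 0.00202, 5 against 5 bees). In culture it rose with PE to 3364 ± 306 against 27.2 ± 10.2 CPM in co-culture (6.95, SE 0.23, adjusted p 1.81e-14) and to 1287 ± 147 against 49.2 ± 8.83 CPM alone (4.65, SE 0.23, adjusted p 1.01e-11), 3 against 3 cultures, and the interaction of 2.30 (SE 0.33, adjusted p 2.0e-04) was called. In bees the call ends without TMM scaling (1.87) and with the library SW 4 (2.34) left out, adjusted p over the alternatives 1.45e-05 to 0.0271.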

Other ions with species-specific abundance changes included a plant-derived glycosylated compound belonging to the iridioids class (i.e. antirrhinoside, depleted in the presence of Lapi), a component of the outer pollen wall (i.e. 9,10,18-trihydroxystearate, accumulated in the presence of Lmel) and cyclic nucleotides (depleted in the presence of Lhel, Lmel, and Lkul) (Figure 6A and Figure 6—figure supplement 3). Lhel was the only species depleting an ion corresponding to sugar alcohols (mannitol, D-sorbitol, or L-glucitol) (Figure 6A and Figure 6—figure supplement 3) consistent with the specific upregulation of sugar alcohol PTS transporters in this species (Figure 4).

Based on the untargeted metabolomics analysis, we conclude that the four species target different metabolites, in particular secondary plant metabolites present in pollen. In order to assess differences in the utilization of simple sugars and acids in more detail, we analyzed the supernatants of cultures of the four strains after 0, 8, 16, and 24 hr of growth using GC-MS. We used a semi-targeted approach, where we identified a subset of metabolites by preparing analytical standards and the others by using a reference library (see Materials and methods). We identified 113 metabolites of which 46 showed a significant change in abundance in at least one strain between timepoint 0 hr and 24 hr (log_2_FC ≥ |2| and p-value ≤ 0.01, Student’s t-Test, BH correction) (Supplementary file 10). All four species showed mixed substrate utilization, that is they utilized several substrates simultaneously. Moreover, most substrates were utilized by all four species, but often at different rates. Many metabolites that we identified with the GC-MS had annotations comparable to the ones found in the Q-TOF-based experiment. For example, we detected a compound annotated as sugar alcohol, that is glucitol, that was consumed most efficiently by Lhel as observed in the previous analysis (Figure 6C). Moreover, all four species consumed the carboxylic acids citrate and malate (Figure 6C and Figure 6—figure supplement 4), which corresponded with the results of the Q-TOF-based experiment. Interestingly, Lkul and Lhel consumed citrate at the fastest rate and they were also the two species that upregulated gene clusters for citrate fermentation in the presence of pollen in vivo and in vitro (Figure 4).

Lmel consumed several simple monosaccharides (such as glucose, fructose, allose, and mannose) at a slower rate than the other species, although having a similar growth profile (Figure 6C, Figure 6—figure supplements 4–5). This could indicate that Lmel has specialized in the metabolism of pollen-derived glycosylated compounds (such as rutin, Figure 6B–C) at the expense of fast consumption of generic substrates, which accords with the upregulation of several gene clusters for the cleavage of such sugars from polysaccharides or other glycosides (e.g. flavonoids) in presence of pollen (Figure 4).

In summary, our metabolomics results show that the four species specialize in the utilization of different pollen-derived compounds, and that the observed metabolite changes are to some extent consistent with the transcriptional changes observed in the presence of pollen relative to the presence of simple sugars.

## Discussion

Ecological processes governing the coexistence of microbes have been probed in the laboratory using microbial communities of different complexity (Goldford et al., 2018; Ortiz et al., 2021; Wright and Vetsigian, 2016; Friedman et al., 2017; Piccardi et al., 2019; Deines et al., 2020; Logan, 2017). However, few studies have examined the impact of the host on the coexistence of bacterial symbionts of animals (Ortiz et al., 2021; Deines et al., 2020). In particular, little is known about the extent to which closely related species and strains can be stably maintained (Bittleston et al., 2019). We capitalized on the experimental tractability of honey bees and their gut microbiota and used a bottom-up approach to study the coexistence of four closely related, naturally co-occurring *Lactobacillus* species. We disentangled the effect of the diet and the host on the interactions between the four species by serially passaging them through gnotobiotic bees or in culture tubes, under two nutrient conditions (pollen versus simple sugars). Our results show that the dynamics in the four-species community is governed by negative interactions, because the growth of each member was lower in co-culture than in mono-culture, independent of the environment (host or culture tube) and the nutrient condition (pollen or simple sugars). This is consistent with previous observations that negative interactions predominate in nutrient-rich environments (Piccardi et al., 2019; Foster and Bell, 2012; Berry and Widder, 2014; Coyte et al., 2015; Ghoul and Mitri, 2016). Moreover, the four *Lactobacillus* species harbor relatively small genomes (1.5–2 Mb) with a conserved and streamlined core metabolism and similar auxotrophies, suggesting overlapping nutritional requirements (Ellegaard et al., 2019; Ellegaard et al., 2015; Kwong and Moran, 2016).

The coexistence of bacterial symbionts can be facilitated by the host, for example by providing a spatially structured environment that results in the physical separation of competing strains (Gude et al., 2020; Kim et al., 2008; Mitri et al., 2016; Hallatschek et al., 2007), or by secreting metabolites that support niche specialization (Schluter and Foster, 2012; McLoughlin et al., 2016). However, in the case of the four *Lactobacillus* species, such host-related features seem not to be sufficient to support coexistence, because the four-species community was rapidly dominated by a single species, when passaged through gnotobiotic bees that were fed a simple sugar diet. In contrast, when providing a more diverse nutrition in the form of pollen, we found that the four species were stably maintained both in vivo and in vitro. We thus conclude that the coexistence of the four *Lactobacillus* species in the honey bee gut primarily depends on the pollen diet of the host and not the host environment itself.

The challenges in replicating the native environment such that it is possible to study relevant interactions of host-associated microbes in vitro are formidable. These were highlighted in a recent study on the microbial community associated with the freshwater polyp hydra that could not recapitulate the coexistence of the dominant microbiota members in vitro (Deines et al., 2020). Here, we aimed to approximate the nutritional conditions in the honey bee gut by culturing the bacteria in pollen infused media, that is the natural diet of bees. In both the in vivo and in vitro transfer experiment, we assessed the effect of pollen on the dynamics of the community by comparing it to a simple sugar treatment. Although not identical, the nutritional conditions in vitro were sufficiently similar as to recapitulate the overall community dynamics observed in vivo: pollen nutrients supported the stable coexistence of the four species, while the simple sugars led to the dominance of a single species. As the bee and members of the bee gut microbiota pre-digest pollen and sugars upstream of the rectum, it is difficult to exactly replicate the metabolic environment of the rectum. For example, sucrose is largely absorbed via the midgut epithelium and cleaved into glucose and fructose by host enzymes, while fermentative bacteria such as *Gilliamella apicola* degrade and modify a diverse range of carbohydrates in the ileum (Kešnerová et al., 2017; Crailsheim, 1988). These metabolic alterations may explain some of the differences observed between the in vivo and in vitro experiments, such as the dominance of different species in the simple sugar conditions (sucrose and glucose, respectively). We therefore suspect that different species would dominate in vitro or in vivo with an alternative simple sugar composition.

Our findings are consistent with the consumer-resource model, which predicts that the number of species that can coexist depends on the number of available resources (Tilman, 1986). Correspondingly, in the presence of a single substrate, such as in the case of glucose in vitro, competition for the same nutrient results in the competitive exclusion of all but one species. However, depending on the nutrient availability, the dietary transit time, the crosstalk with the host, or the spatial structure of the gut, the ecological processes governing bacterial coexistence may differ across host-associated microbiomes. For example, the *Lactobacillus* species of the honey bee gut microbiota primarily colonize the luminal space of the rectum, where partially digested pollen accumulates. In contrast, some of the Proteobacteria of the bee gut microbiota adhere to the epithelial surface of the ileum (Zheng et al., 2018). We expect that in the latter case interactions with the host play a more important role for microbial coexistence than in the case of the Lactobacilli in the rectum.

Although ecological interactions in bacterial communities have been investigated across a wide range of experimental systems, few studies have tackled the molecular mechanisms underlying coexistence. In some cases, cross-feeding of metabolic by-products facilitates the maintenance of diversity in bacterial communities, such as after passaging leaf and soil samples in single carbon sources (Goldford et al., 2018). However, cross-feeding does not seem to play an important role in maintaining coexistence of the four *Lactobacillus* species in this study. Unlike the above example, feeding a single carbon source led to the extinction of all but one species. Our metabolomics analysis also did not reveal any major metabolites that could potentially be cross-fed, that is were produced by one species and utilized by another. Finally, we identified no transcriptional changes that would suggest cross-feeding activities when comparing mono-cultures and co-cultures of the four *Lactobacillus* species.

Instead, our combined transcriptomics and metabolomics analyses suggest that coexistence is facilitated by specialization toward distinct pollen-derived nutrients. We found that all four species upregulated carbohydrate transport and metabolism functions dedicated to the utilization of different carbon sources in the presence of pollen when colonizing the bee gut, and these changes were reproducible in vitro. Our metabolomics analysis identified a number of pollen-derived glycosides that were utilized in a species-specific manner. In particular, Lmel specialized in the utilization of flavonoids at the expense of simple sugars, which may explain why this species rapidly went extinct in presence of only simple sugars during the transfer experiments. While the importance of pollen-derived flavonoids in niche partitioning needs to be validated, the species-specific deglycosylation of these secondary plant compounds illustrates that the four species have different hydrolytic capabilities that may also be involved in the cleavage of other carbohydrates. The metabolic specialization on plant glycans may be a common phenomenon in animal gut communities, as similar transcriptional changes have been described in other gut symbionts when the host diet was supplemented with specific plant glycans (Sonnenburg et al., 2005; Zheng et al., 2019).

In contrast to the species specific metabolism of glycoside, we observed few differences in the utilization of simple saccharides among the four species in our time-resolved GC-MS analysis. While this may seem surprising, theoretical work has established that resource preference for at least one substrate is sufficient to explain coexistence (Meszéna et al., 2006). Moreover, it is plausible that the four species utilize the same sugars, but extract them from different pollen-derived glycans, such as starch, hemicellulose, flavonoids, or other glycosylated secondary plant metabolites.

While this work focused on niche partitioning based on degradation of complex carbohydrates, it is noteworthy that all four *Lactobacillus* species engaged to a variable extent in co-fermentation of the carboxylic acids citrate and malate present in pollen. The two species, Lkul and Lhel, that upregulated citrate fermentation pathways in the presence of pollen also consumed citrate at the fastest rate. Citrate co-fermentation has been linked to competitive advantages in lactic acid bacteria, though whether the varying levels of co-fermentation contribute to colonization stability in this system remains an outstanding question (Laëtitia et al., 2014; Magni et al., 1999; Jimeno et al., 1995).

Previous work suggested that the large diversity of carbohydrate transport and metabolism functions in the accessory gene pool of *Lactobacillus* Firm5 is an adaptation to the pollen-based diet of the host and a consequence of the nutrient competition with closely related species (Ellegaard and Engel, 2019; Ellegaard et al., 2019). Our findings support this hypothesis and provide the first experimental evidence for a link between the coexistence of the four *Lactobacillus* species, the large diversity of carbohydrate metabolism functions in their genomes, and the pollen diet of the host. Moreover, these results suggest that dietary differences between host species or natural variation in pollen diversity influence the diversity of *Lactobacillus* Firm5 and could, for example explain why the Asian honey bee, *Apis cerana,* harbors only one species of this phylotype in its gut (Ellegaard et al., 2020).

However, we have only tested a single strain of each of the four species. Therefore, given the extensive genomic diversity within these species (Ellegaard and Engel, 2019), more work is needed to determine if the identified patterns of coexistence reflect stable ecological niches occupied by the four species or are rather the result of the specific strains selected for our experiments. In a recent study on pitcher plant microbiomes, it was shown that even strains that differ by only a few base pairs can have different ecological trajectories in communities and coexist over extended period of time (Bittleston et al., 2019). Expanding our approach to strains within species presents an exciting next step to understand at which level discrete ecological niches are defined in the bee gut and how diversity can be maintained in such ecosystems.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Lactobacillus apis*)	Lapi	https://doi.org/10.1371/journal.pbio.2003467	Genome ID: 2684622912	
Strain, strain background (*Lactobacillus helsingborgensis*)	Lhel	https://doi.org/10.1371/journal.pbio.2003467	Genome ID: 2684622914	
Strain, strain background (*Lactobacillus melliventris*)	Lmel	https://doi.org/10.1371/journal.pbio.2003467	Genome ID: 2684622913	
Strain, strain background (*Lactobacillus kullabergensis*)	Lkul	https://doi.org/10.1371/journal.pbio.2003467	Genome ID: 2684622911	
Commercial assay or kit	QIAquick Gel Extraction Kit	Qiagen	#Cat 28706X4	
Commercial assay or kit	Nucleospin RNA clean-up kit	Macherey-Nagel	#Cat 740903	
Commercial assay or kit	Zymo-Seq RiboFree Total RNA Library kit	Zymo Research	#Cat R3000	
Software, algorithm	R Studio software	R Studio (https://www.rstudio.com)	RRID:SCR_000432	
Software, algorithm	Integrative Genomics Viewer	Integrative Genomics Viewer (https://software.broadinstitute.org/software/igv/)	RRID:SCR_011793	

### Culturing of bacterial strains

We used the following four bacterial strains of Lhel, Lmel, Lapi, and Lkul for our experiments: ESL0183, ESL0184, ESL0185, and ESL0186 (Kešnerová et al., 2017). All strains were precultured on solid De Man – Rogosa – Sharpe agar (MRSA) (supplemented with 2% w/v fructose and 0.2% w/v L-cysteine-HCl) from glycerol stocks stored at −80°C. MRSA plates were incubated for three days in anaerobic conditions at 34°C to obtain single colonies. Single colonies were inoculated into a liquid carbohydrate-free MRS medium (cfMRS; O’ Donnell et al., 2011) supplemented with 4% glucose (w/v), 4% fructose (w/v), and 1% L-cysteine-HCl (w/v) and incubated at 34°C in anaerobic conditions without shaking.

### In vivo transfer experiments

Bacterial colonization stocks were prepared from overnight cultures by washing the bacteria in 1xPBS, diluting them to an OD_600_ = 1, and storing them in 25% glycerol at −80°C until further use. For colonization stocks containing all four species, cultures adjusted to an OD_600_ = one were mixed at equal proportions. Microbiota-depleted bees were obtained from colonies of *Apis mellifera carnica* located at the University of Lausanne following the procedure described in Kešnerová et al., 2017. Colonization stocks were diluted ten times in a 1:1 mixture of 1xPBS and sugar water (50% sucrose solution, w/v) and 5 μL were fed to each bee using a pipette. Five days post-colonization, 10 rectums were dissected and homogenized in 1xPBS. An aliquot of each homogenized gut was used for CFU plating to enumerate the total bacterial load and for amplicon sequencing to obtain the relative abundance of each community member (see below). To serial passage the community through microbiota-depleted bees, the ten homogenized gut samples from the same treatment were pooled together and stored in 25% glycerol at −80°C until a new batch of microbiota-depleted bees was available. At the day of colonization, a frozen aliquot of the pooled gut homogenate was thawed, diluted ten times in a 1:1 mixture of 1xPBS and sugar water (50% sucrose solution, w/v), and fed to newly emerged microbiota-depleted bee as described above. This was repeated for a total of six serial passages. Throughout the experiments all bees were kept on either a sugar water or a sugar water/pollen diet according to the two dietary treatment. Food was provided ad libitum.

### In vitro transfer experiment

Each of the four strains was cultured in liquid medium overnight for about 16 hr as described above. The cultures were re-inoculated at an OD_600_ = 0.3 in fresh medium and let grow for another 4 hr at 34°C with shaking (700 rpm). Bacterial cells were then washed with 1xPBS, mixed in equal proportions, and inoculated at an OD_600_ = 0.05 in triplicates in 96-deep well plates (SIGMA) containing cfMRS medium supplemented with either 2% glucose (w/v), 10% pollen extract (v/v), or 10% pollen grains (v/v) in a final volume of 500 μL per well. Detailed information about pollen extract preparation can be found in the Supporting methods section of Kešnerová et al., 2017. Pollen grain solutions were prepared by adding 1.250 ml of ddH_2_O to 80 mg of pollen grains crushed with the bottom of a 15 mL falcon tube. The plates were incubated for 24 hr at 34°C under anaerobic conditions without shaking (300 rpm). After 24 hr of incubation, an aliquot of each sample was subjected to CFU plating to enumerate the total bacterial load. Then, 1% of each culture (i.e. 5 μL) was transferred to a plate with fresh medium supplemented with the appropriate carbon sources and incubated again. These transfers were repeated 10, respectively, 20 times for the two independent experiments. After each transfer, cultures were washed once with 1xPBS and stored at −20°C for amplicon sequencing analysis. CFUs were counted after 24 hr and at the final transfer.

### Amplicon sequencing

The relative abundance of the four strains across all transfer experiments was obtained using amplicon sequencing of a 199 bp long fragment of a housekeeping gene encoding a DNA formamidopyrimidine-glycosylase which allows to discriminate the four strains from each other (Ellegaard et al., 2019).

For the in vitro transfer experiments, the PCR fragment was amplified from crude cell lysates. They were generated by mixing 5 μL of culture with 50 μL of lysis solution, containing 45 μL of lysis buffer (10 mM Tris- HCl, 1 mM EDTA, 0.1% Triton, pH 8), 2.5 μL of lysozyme (20 mg/ml, Fluka), and 2.5 μL of Proteinase K solution (10 mg/ml, Roth). The samples were incubated for 10 min at 37°C, for 20 min at 55 °C, and for 10 min at 95 °C, followed by a short spin before preparing the PCR (1 min, 1500 rpm). For the in vivo transfer experiment, DNA was isolated from the homogenized gut samples using the hot phenol protocol used in Kešnerová et al., 2017.

To amplify the gene fragment and to add the Illumina barcodes and adapters, the two-step PCR strategy published in Ellegaard et al., 2019 was used. For the first PCR, 5 μL of DNA or 5 μL of cell lysate were mixed with 12.5 μL of GoTaq Colorless Master Mix (Promega), 1 μL of forward and reverse primer (5 μM, see Supplementary file 1) and 5.5 μL of Nuclease-free Water (Promega). The PCR I was performed as follows: initial denaturation (95°C – 3 min), 30 times denaturation-annealing-extension (95°C – 30 s, 64°C – 30 s, 72°C – 30 s), final extension (72 °C – 5 min). To purify the amplicons, 15 μL of PCR product were mixed with 5 μL of a 5X Exo-SAP solution (15% Shrimp Alkaline Phosphatase – 1000 U/ ml – NEB, 10% Exonuclease I – 20,000 U/ ml – NEB, 45% glycerol 80% and 30% dH2O). and incubated for 30 min at 37°C and for 15 min at 80°C. For the second PCR reaction, 5 μL of purified PCR products were mixed with the same reagents as before. The PCR program was the same as above with the exception that the annealing temperature was set to 60°C and the denaturation-annealing-extension steps were repeated for only eight times. The barcoded primers are listed in Supplementary file 1. The amplicons of the second PCR were purified using the Exo-SAP program as described above.

To prepare the sequencing of the amplicons, DNA concentrations were measured using Quant-iT PicoGreen for dsDNA (Invitrogen). Each sample was adjusted to a DNA concentration of 0.5 ng/μL and 5 μL of each sample were pooled together. The pooled sample was loaded on a 0.9% agarose gel and gel-purified using the QIAquick Gel Extraction Kit (Qiagen) following the manufacturer’s instructions. The purified DNA was prepared for sequencing following the Illumina MiniSeq System Guide for ‘denaturate and dilute libraries’ and then loaded on a Illumina MiniSeq Mid Output Reagent Cartridge using the correspondent MiniSeq flow cell. Illumina reads were demultiplexed by retrieving the unique barcodes of the different samples and quality-filtered using Trimmomatic (Trimmomatic-0.35) (LEADING:28 TRAILING: 29 SLIDING WINDOW:4:15 MINLEN:90). Each forward and reverse read pair was assembled using PEAR (-m 290 n 284 j 4 -q 26 v 10 -b 33) (Zhang et al., 2014), and the assembled reads were assigned to the different strains based on base pair positions with discriminatory SNP. See details in Supplementary material.

To obtain absolute abundance data for each strain, we combined the relative abundance data from the amplicon sequencing with CFU counts obtained from plating homogenized bee guts in the case of the in vivo experiments (see above) or by carrying out qPCR with *Lactobacillus*-specific primers as described in Kešnerová et al., 2017 in the case of the in vitro co-culture experiments (Supplementary file 1, Supplementary file 4). For the in vitro transfer, the stability of the four-species community over time was calculated using the codyn R package (Hallett et al., 2020).

### RNA extraction and sequencing

For the in vivo RNA sequencing, microbiota-depleted bees were colonized with the four species community as described above and fed with either sugar water and pollen grains or with sugar water only. After 5 days of colonization, the rectums of five bees per treatment (all kept in the same cage) were dissected and snap-frozen in liquid nitrogen in separate tubes containing glass beads (0.1 mm dia. Zirconia/Silica beads; Carl Roth). For RNA extraction, the tissue samples were suspended in 1 mL of TE buffer and homogenized using a bead beater (45 m/s, 6 s). Then, 200 μL of an ice-cold STOP solution (95% v/v ethanol, 5% v/v Aqua phenol [Roth]) was added to 1 ml of homogenate and snap-frozen again in liquid nitrogen. Tubes were then thawed on ice and a previously developed hot phenol RNA extraction protocol was followed (Sharma et al., 2010). For the in vitro RNA sequencing, bacterial strains were cultured in triplicates in cfMRS supplemented with either 1% w/v glucose or 1% w/v pollen extract. After 16 hr of growth, 200 μL of STOP solution was added to 1 mL of culture followed by the same steps as described above.

After the precipitation step, samples were treated with DNaseI (NEB) to degrade DNA. RNA samples were purified using Nucleospin RNA clean-up kit (Macherey-Nagel) following the manufacturer’s instructions. RNA was eluted in RNase free-water and stored at −80°C until further use. RNA concentration and quality were assessed using Nanodrop (ThermoFisher Scientific), Qubit (ThermoFisher Scientific, RNA – High Sensitivity reagents and settings) and Bioanalyzer (Agilent). High-quality RNA samples were selected to prepare RNA libraries. For the in vivo RNA sequencing, libraries were prepared using the Zymo-Seq RiboFree Total RNA Library kit (Zymo Research). The libraries were sequenced by the GTF facility of the University of Lausanne using HiSeq 4000 SR150 sequencing (150 bp reads) (Illumina). For the in vitro RNA sequencing, libraries were prepared following the protocol developed by Avraham et al., 2016. Libraries were then prepared for sequencing following the Illumina MiniSeq System guide for denaturate and dilute libraries. Libraries were sequenced using the Illumina MiniSeq technology using High Output Reagent Cartridges (150 bp reads) and MiniSeq flow cells.

### RNA sequencing analysis

For the in vitro samples, raw reads were demultiplexed using a script provided by Dr. Jelle Slager (Personal communication) For the in vivo samples, the reads were already demultiplexed by the sequencing facility. For both experiments, the reads were trimmed with Trimmomatic (Trimmomatic-0.35) (LEADING:30 TRAILING: 3 SLIDING WINDOW:4:15 MINLEN:20). The quality of the reads was checked using FASTQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). For the in vivo samples, trimmed reads were sorted with sortmerna-4.2.0 to select only the non-rRNA reads for the downstream analysis. Reads were mapped onto the genomes of the selected strains (Ellegaard and Engel, 2018) (Lapi, Lhel, Lmel, and Lkul) using Bowtie (bowtie2-2.3.2). Gene annotations for the four genomes were retrieved from IMG/mer (Chen et al., 2021). Mapped reads were quality filtered for the alignment length (CIGAR > 100 bp) and for the allowed mismatches in the sequence (NM = 0–1). Quality filtered reads were then quantified using HTseq (Version 0.7.2). Differential gene expression between samples cultured in pollen extract and samples cultured in glucose, and between mono-cultures and co-cultures, was calculated using the R package EdgeR (Robinson et al., 2010). Counts per million were calculated and only genes with at least one count per million were used for the analysis. EdgeR fits negative binomial models to the data. The counts were normalized for RNA composition by adjusting the log_2_FC according to the library size, and the quantile-adjusted conditional maximum likelihood (qCML) method was used to estimate the common dispersion and the tag-wise dispersion. Finally, the differential gene expression was determined using the exact test with a false discovery rate (FDR) <5%. COG annotations were obtained from IMG/mer, and the enrichment analysis for COG categories tested using the Fisher’s exact test. Transcripts per million (TPM) were visualized using the Integrated Genome Browser software (Freese et al., 2016).

### Untargeted metabolomics

Metabolites were extracted from liquid cultures supplemented with 10% (w/v) pollen extract at the inoculation time and after 16 hr of incubation at 34°C. For each liquid culture sample, 300 μL was collected and centrifuged (20,000 g, 4°C, 30 min), then 200 μL supernatant was transferred to a new tube and stored at −80°C. After collection of all samples, they were prepared for metabolomics analysis. The samples were thawed on ice and centrifuged again (20,000 g, 4°C, 5 min), then diluted 10 times with ddH_2_O. For metabolomics analysis, 25 μL of each diluted sample was sent in a 96-well plate on dry ice to the laboratory of Prof. Uwe Sauer for analysis (ETH Zürich, Switzerland). Three replicates of a pollen-extract dilution series (10 serial 2x dilutions) as well as undiluted pollen-extracts and water used for performing the dilution series were included in the metabolomics analysis. Because of the insolubility of flavonoid aglycones in a water matrix, metabolites from liquid cultures supplemented with rutin were extracted using a methanol-extraction protocol at the time of inoculation and after 16 hr of growth by adding 200 μL of methanol pre-cooled to −20°C to 100 μL of culture. Tubes were vortexed thoroughly and incubated for 5 min (4°C, shaking 14,000 rpm). Samples where then incubated at −20 °C for 1 hr and centrifuged (20’000 g, 5 min). A total of 200 μL of the supernatant was transferred to a new tube and diluted 10 times in 70% methanol and 25 μL of each diluted sample was sent to Zürich in Eppendorf tubes sealed with parafilm on dry ice. For untargeted metabolomics analysis, each sample was injected twice (technical replicate) into an Agilent 6550 time-of-flight mass spectrometer (ESI-iFunnel Q-TOF, Agilent Technologies) as detailed in Kešnerová et al., 2017. In brief, m/z features (ions) were annotated by matching their accurate mass-to-sum formulas of compounds in the KEGG database accounting for deprotonation (-H^+^). Alternative annotation can be found in Supplementary file 10. When available, metabolites categories were assigned to ions based on KEGG ontology.

Metabolomics data analysis was carried out using R version 3.6.3. Variation of raw ion intensities obtained from untargeted metabolomics analysis for the two technical replicates was determined by assessing the correlation between ion intensities of the respective technical replicates. Then, mean ion intensities of technical replicates were calculated. Time point comparisons (T = 0 hr vs T = 16 hr) were performed using t-tests with Benjamini-Hochberg (BH) correction for multiple testing. log_2_FC values between the two time-points were calculated with respect to the mean intensity in the T0 time point. To identify pollen-derived ions, and distinguish them from background originating from culture medium and experimental noise, the ion intensities of the pollen dilution series were plotted for each ion and the R (2) of the obtained linear fit was extracted. In addition, we calculated the log_2_FC difference between undiluted pollen and water. The R (2) values were then plotted against the log_2_FC values, and stringent thresholds (R_2_ > 0.75 and log_2_FC > 2) were chosen to discriminate ions that are likely pollen-derived (Figure 6—figure supplement 3). All ions were included for downstream analysis (e.g. PCA) and then they were discriminated between pollen-derived and non-pollen-derived.

### Semi-targeted metabolomics via GC-MS

Soluble metabolites were extracted from liquid cultures supplemented with 10% pollen extract (w/v) at the inoculation time and after 8, 16, and 24 hr of incubation. For each liquid culture sample, 300 μL was collected and centrifuged (15,000 g, 4°C, 15 min). Then, 200 μL was transferred to a new tube, snap-frozen in liquid nitrogen, and stored at −80°C. Once that all the samples were collected, soluble metabolites were extracted. To extract soluble metabolites, tubes were thawed on ice, and 75 μL of sample was combined with 5 μL of 20 mM internal standard (norleucine and norvaline, (Sigma-Aldrich) and U-^13^C_6_ glucose [Cambridge Isotope laboratories]). A volume of 825 μL of cold methanol:water:chloroform (5:2:2) solution was added to the sample and vortexed for 30 s. The tubes were incubated at −20°C for 90 min and vortexed 2x for 30 s during the incubation. Tubes were centrifuged for 5 min at 10,000 g at 4°C. The supernatant was removed and extraction was repeated using 400 μL of ice cold chloroform:methanol (1:1), tubes were vortexed and left on ice for 30 min. Tubes were centrifuged 5 min at 8000 rpm at 4°C and the liquid phase was transferred to the previous extracted aqueous phase. A total of 200 μL of water was added and tubes were centrifuged 5 min at 8000 rpm. The aqueous phase was transferred to a 2 mL microcentrifuge tube. The aqueous extract was dried using a vacuum concentrator at ambient temperature overnight (Univapo 150 ECH vacuum concentrator centrifuge). Once dried, the samples were dissolved in 50 μL of 20 mg/ml methoxyamine hydrochloride in pyridine for 1.5 hr at 33°C followed by derivatization with N-Methyl-N-(trymethylsolyl)trifluoroacetamide (MSTFA, Sigma Aldrich) for 2 hr at 35°C.

Aliquots (1 μL) were injected on an Agilent 8890/5977B GC-MSD. The samples were injected in split mode (20:1) with an inlet temperature of 250°C. The VF-5ms (30 m x 250 μm x 0.25 μm) column was held initially at 125°C for 2 min, ramped at 5°C / min to 250°C, ramped at 15°C to 300°C, and held for 5 min. The MS was run in full scan mode (50–500 m/z) at a speed of 5 Hz. Peaks from the total ion chromatogram (TIC) were identified by matching retention times and spectra to an in-house library that was built by comparing selected T=0h and T=24h samples against the NIST library, as well as our library of analytical standards. Compounds are noted as either confirmed with our own standards, or the best match and associated matching factor against the NIST library are reported (Supplementary file 10). Peaks were picked and integrated using the Agilent MassHunter Quantitative Analysis software. Peak areas were normalized to the internal standards. The data were processed using R version 3.6.3 and mean intensities and log_2_FC between time-points were calculated as described above for the untargeted metabolomics analysis.

### Analysis-code and data availability

The complete custom code for all the analyses is available on GitHub: (https://github.com/silviabrochet/Brochet_2021_eLife, copy archived at swh:1:rev:237a27f757296372f0333d298dfb7c765686fe03; Brochet, 2021). The amplicon sequencing data and the RNA sequencing data are available under the NCBI Bioproject PRJNA700984 and the GEO record GSE166724. All differential expression analysis results of this study are included in Supplementary file 10.

## Data Availability

The amplicon sequencing data and the RNA sequencing data are available under the NCBI Bioproject PRJNA700984 and the GEO record GSE166724 respectively. All data generated or analysed during this study are included in the manuscript and supporting files. Bacterial abundance data (CFUs) are included into Supplementary file 3, amplicon sequencing processed data are included into Supplementary file 4, RNA sequencing processed data, statistical analysis results (enrichment tests) and transcript per million data are included into Supplementary file 5–9, metabolomics analysis data are included into Supplementary file 10. All differential expression analysis results of this study are included in Supplementary file 11. The following datasets were generated: BrochetS QuinnQ MarsRAT NeuschwanderN SauerU EngelP 2021Lactobacillus Firm5 amplicon sequencingNCBI BioProjectPRJNA700984 BrochetS QuinnQ MarsRAT NeuschwanderN SauerU EngelP 2021Lactobacillus Firm5 in vivo and in vitro RNA sequencingNCBI Gene Expression OmnibusGSE166724

## Additional files

Supplementary file 1. List of primers used in this study: the sample-specific barcodes used in the primers for the second PCR of the amplicon sequencing are highlighted in gray.

Supplementary file 2. COG functional categories.

Supplementary file 3. Bacterial abundance data (CFUs).

Supplementary file 4. Amplicon sequencing processed data.

Supplementary file 5. RNA sequencing processed data, statistical analysis results (enrichment tests), transcript per million data.

Supplementary file 6. RNA sequencing processed data, statistical analysis results (enrichment tests), transcript per million data.

Supplementary file 7. RNA sequencing processed data, statistical analysis results (enrichment tests), transcript per million data.

Supplementary file 8. RNA sequencing processed data, statistical analysis results (enrichment tests), transcript per million data.

Supplementary file 9. RNA sequencing processed data, statistical analysis results (enrichment tests), transcript per million data.

Supplementary file 10. Metabolomics analysis data.

Supplementary file 11. Differential expression analysis results.

Transparent reporting form

# Supplementary material for: Niche partitioning facilitates coexistence of closely related honey bee gut bacteria
**Source:** eLife. 2021 Jul 19;10:e68583. doi: 10.7554/eLife.68583
**Supplement:** Supplementary file 1.

**Amplicon Sequencing PCR I:**

| **F**: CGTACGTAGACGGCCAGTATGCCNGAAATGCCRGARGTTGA |
| --- |
| **R**: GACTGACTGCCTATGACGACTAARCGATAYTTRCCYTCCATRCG |

**Amplicon Sequencing PCR II:**

| **B1F/B1R** | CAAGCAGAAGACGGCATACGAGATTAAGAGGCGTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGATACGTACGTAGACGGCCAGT/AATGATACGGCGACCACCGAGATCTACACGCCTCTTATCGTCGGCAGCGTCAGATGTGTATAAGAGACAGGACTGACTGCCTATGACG |
| --- | --- |
| **B2F/B2R** | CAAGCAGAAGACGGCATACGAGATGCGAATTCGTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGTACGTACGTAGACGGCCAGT/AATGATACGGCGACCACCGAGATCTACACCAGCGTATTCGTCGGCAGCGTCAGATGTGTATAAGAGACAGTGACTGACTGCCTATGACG |
| **B3F/B3R** | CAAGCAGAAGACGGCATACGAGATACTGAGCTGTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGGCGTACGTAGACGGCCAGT/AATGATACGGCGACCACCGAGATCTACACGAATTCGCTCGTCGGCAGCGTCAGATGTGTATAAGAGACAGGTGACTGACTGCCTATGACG |
| **B4F/B4R** | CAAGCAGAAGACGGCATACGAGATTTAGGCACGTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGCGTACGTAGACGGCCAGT/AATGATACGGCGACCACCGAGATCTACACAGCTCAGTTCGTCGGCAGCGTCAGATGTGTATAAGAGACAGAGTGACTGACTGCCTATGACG |
| **B5F/B5R** | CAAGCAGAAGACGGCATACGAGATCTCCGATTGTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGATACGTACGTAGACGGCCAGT/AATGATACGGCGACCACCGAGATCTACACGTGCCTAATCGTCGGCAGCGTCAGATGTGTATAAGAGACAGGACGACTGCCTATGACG |
| **B6F/B6R** | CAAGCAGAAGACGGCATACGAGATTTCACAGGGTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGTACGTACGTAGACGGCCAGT/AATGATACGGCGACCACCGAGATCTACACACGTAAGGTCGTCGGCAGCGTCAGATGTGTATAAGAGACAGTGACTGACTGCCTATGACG |
| **B7F/B7R** | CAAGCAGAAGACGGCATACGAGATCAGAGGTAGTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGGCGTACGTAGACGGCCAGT/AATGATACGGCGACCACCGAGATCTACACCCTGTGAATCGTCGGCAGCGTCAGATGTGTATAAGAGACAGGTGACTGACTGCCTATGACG |
| **B8F/B8R** | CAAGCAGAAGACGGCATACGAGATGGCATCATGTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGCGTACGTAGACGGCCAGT/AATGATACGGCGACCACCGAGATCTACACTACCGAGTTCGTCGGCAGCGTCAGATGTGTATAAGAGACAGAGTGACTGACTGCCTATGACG |
| **B9F/B9R** | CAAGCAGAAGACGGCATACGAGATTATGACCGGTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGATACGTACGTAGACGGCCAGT/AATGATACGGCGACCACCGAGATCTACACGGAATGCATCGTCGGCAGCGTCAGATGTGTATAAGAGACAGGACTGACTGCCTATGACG |
| **B10F/B10R** | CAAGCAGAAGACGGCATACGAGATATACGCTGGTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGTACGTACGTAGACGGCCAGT/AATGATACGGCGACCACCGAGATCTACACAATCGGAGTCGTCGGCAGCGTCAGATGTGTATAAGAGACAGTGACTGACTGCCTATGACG |
| **B11F/B11R** | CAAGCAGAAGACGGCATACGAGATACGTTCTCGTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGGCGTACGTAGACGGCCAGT/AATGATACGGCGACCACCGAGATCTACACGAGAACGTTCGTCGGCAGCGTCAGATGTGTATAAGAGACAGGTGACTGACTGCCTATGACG |
| **B12F/B12R** | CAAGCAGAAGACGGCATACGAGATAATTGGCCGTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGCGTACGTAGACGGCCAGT/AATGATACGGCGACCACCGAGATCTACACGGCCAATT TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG AGTGACTGACTGCCTATGACG |
| **B13F/B13R** | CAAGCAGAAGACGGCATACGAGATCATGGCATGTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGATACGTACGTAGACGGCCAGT/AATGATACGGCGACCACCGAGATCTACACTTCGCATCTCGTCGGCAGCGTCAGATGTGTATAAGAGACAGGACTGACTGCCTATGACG |
| **B14F/B14R** | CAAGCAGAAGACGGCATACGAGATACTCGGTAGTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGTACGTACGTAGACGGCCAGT/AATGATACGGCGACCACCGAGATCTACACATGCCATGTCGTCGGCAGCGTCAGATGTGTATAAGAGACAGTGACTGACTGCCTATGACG |
| **B15F/B15R** | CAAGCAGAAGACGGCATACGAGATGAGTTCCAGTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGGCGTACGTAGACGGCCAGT/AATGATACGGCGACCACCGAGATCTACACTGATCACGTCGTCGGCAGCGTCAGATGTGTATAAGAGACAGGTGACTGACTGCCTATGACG |

**qPCR:**

| **F:** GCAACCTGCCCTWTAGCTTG | Ref: Kešnerová et al. (2017). |
| --- | --- |
| **R:** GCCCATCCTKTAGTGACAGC | Ref: Kešnerová et al. (2017). |

# Supplementary material for: Niche partitioning facilitates coexistence of closely related honey bee gut bacteria
**Source:** eLife. 2021 Jul 19;10:e68583. doi: 10.7554/eLife.68583
**Supplement:** Supplementary file 2.

**COG Code COG Function**

J Translation, ribosomal structure and biogenesis

A RNA processing and modification

K Transcription

L Replication, recombination and repair

B Chromatin structure and dynamics

D Cell cycle control, cell division, chromosome partitioning

Y Nuclear structure

V Defense mechanisms

T Signal transduction mechanisms

M Cell wall/membrane/envelope biogenesis

N Cell motility

Z Cytoskeleton

W Extracellular structures

U Intracellular trafficking, secretion, and vesicular transport

O Posttranslational modification, protein turnover, chaperones

X Mobilome: prophages, transposons

C Energy production and conversion

G Carbohydrate transport and metabolism

E Amino acid transport and metabolism

F Nucleotide transport and metabolism

H Coenzyme transport and metabolism

I Lipid transport and metabolism

P Inorganic ion transport and metabolism

Q Secondary metabolites biosynthesis, transport and catabolism

R General function prediction only

S Function unknown

How the deposited data were processed for this re-analysis (not part of the article)

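The files hold counts of reads per gene as deposited by the authors, 49 count files for 6971 genes of 4 species (1701 of Lhel, 1935 of Lmel, 1499 of Lapi and 1836 of Lkul). The authors trimmed the reads with Trimmomatic 0.35, removed ribosomal RNA reads of the bee libraries with sortmerna 4.2.0, mapped with bowtie2 2.3.2 to the 4 genomes, kept alignments over 100 bases with at most 1 mismatch, and counted with HTSeq 0.7.2. They tested the counts with the edgeR exact test on genes at 1 CPM or more, counts scaled to the library. Lines that name no gene were left out of library totals and tests: reads on no feature are 9.67% of all reads, ambiguous reads 5.09% and low-quality alignments 3.09%, so 82.1% lie on genes. The share outside genes runs from 22.3% to 30.6% in SW libraries and from 13.5% to 18.0% in SW+PG.

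9 libraries have a second deposit, 3 of SW bees and all 6 co-cultures, and each was summed with the first, which leaves 40 libraries. Between the 2 deposits the chi-square per degree of freedom has a median of 6.84 (9 pairs, 1.26 to 11.4), against 31 between replicates (50 pairs, 3.74 to 2146). In the co-cultures the 2 deposits differ by 5.97 to 11.4 and the first deposits of separate replicates by 3.74 to 6.67, so there these values do not tell a second sequencing from a replicate. No mono-culture has a second deposit. Co- against mono-culture and the interaction therefore also compare summed with single deposits, a difference that only the first deposit alone leaves out. The 2 deposits were summed because they carry the same replicate number and the paper has 5 bees and 3 cultures per condition. Each bee or culture is a replicate, as the paper describes them.

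Each species was tested on its own genes with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM factors, Benjamini-Hochberg). Genes tested had 1 CPM or more, here without TMM factors, in at least as many libraries as the smallest group. A gene is called at an adjusted p of 0.01 or less and a log2 fold change of 2 or more either way. The paper's figures give the same numbers but write p-value, and its methods name a looser false discovery rate. Categories and families were compared with Fisher's exact test (scipy 1.17.1, Python 3.11.15, pandas 2.3.3) where at least 80% of the calls carry an annotation, and species shares with an exact permutation test. Intervals are 95% and cover counting error only. Both they and Fisher's test take genes as independent, while genes of 1 cluster often moved together, so p can be too small. Gene names, COG categories, families and the lists of clusters come from the paper's supplementary tables, whose values had been seen. Those tables list genes the study found to differ, so a share of a list with a name or category is not a share of every such gene in the genome. The samples, tests and alternatives were fixed before the data were examined.

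Genes are named by rule: every gene the paper names, whose values in its tables had been seen, and among called genes on the same side in every replicate with an annotation other than hypothetical protein, the 3 most higher and 3 most lower per species in bees, the 3 and 2 in co-culture PE against G, and the 2 and 2 in co-culture against mono-culture in each medium. The lists are citrate, organic acid, glycerol, starch, oligopeptide, sugar alcohol, ribose, hemicellulose, mannose, rhamnose, arabinose, bacteriocin, surface protein, deoxynucleoside kinase, osmoprotectant, alpha-mannoside, possible sugar and PTS loci, annotated PTS components and amino acid transporters, and COG F and COG J. A fold against a group without reads is given as at least the value from 3 counts over that group.

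Alternatives were the edgeR exact test, DESeq2 1.42.0, no TMM, filterByExpr, no low-count filter, the first deposit alone, no cross-mapped genes (read in mono-cultures of the other species at 5% or more of the level in its own: 2 in Lapi, 11 in Lhel, 5 in Lkul and 4 in Lmel), a replicate block, 2 groups in the fit, no libraries under 50000 reads of the species (Lmel SW 1 and SW 2, Lkul SW 1) and each library left out in turn. Chosen after seeing the data were the second deposits counted 2 times, totals without the 10 most abundant genes, libraries thinned to equal depth, Lmel without SW 2 and 3, and genes higher in both culture types. On simulated data with genes changed 8-fold, up or down, of 100 the test called 98 in Lhel, 93 in Lmel, 99 in Lapi and 100 in Lkul for 5 against 5 bees, 93, 90, 87 and 72 for PE against G in co-culture, and 89, 87, 88 and 71 for co- against mono-culture in PE. Equal numbers of genes went up and down from a common profile, so the simulation does not judge the dependence on TMM. Upstream steps from reads to counts were not repeated, and the other experiments of the paper are not analysed here.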

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

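The first deposit alone and the calls without TMM were chosen before the data were examined. The totals without the most abundant genes, the thinning, the stray reads, the other groupings of the libraries and the count of exchanged cultures were chosen after the patterns were seen.

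Lower genes of Lapi in co-culture PE against G number 145 with TMM factors and 937 without, and 541 is the midpoint. A candidate explanation is that a few genes take most of the counts: with the 10 most abundant genes left out of the library totals the number is 536, just on the side of the TMM value, so this stays possible. A difference in depth was a further candidate: after thinning to equal depth, again without TMM, the number is 852, near the value without TMM. Calls without TMM are already scaled to library totals, and thinning keeps the proportions, so this outcome cannot decide on depth. The scaling therefore could account for part of the balance of higher and lower genes in Lapi, and a count of molecules per cell, which is not in these data, would be needed to settle it.

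The SW 2 and SW 3 libraries of Lmel lie nearest to a SW+PG library. After thinning all to 7409 reads, 1 of the 2 still does, so depth cannot be told apart from a likeness of these bees to the other diet, since the 2 libraries part ways. Stray reads of other species could make up between 7.942% and 341% of the Lmel reads of SW 2, by the lowest rate in mono-cultures of Lapi, its main species, and the highest in those of any other species, and this range keeps it open. In SW 3 they make up at most 17.49% (0.2521% by the lowest rate in mono-cultures of any other species), which argues against stray reads as its cause.

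The citrate and oligopeptide genes of Lkul, 12 of them called, are higher in co-culture than alone in PE. Reads of other species might be assigned to Lkul, but they come to 0.3506% of the co-culture reads on these genes. A difference between the 2 deposits is argued against too, with 11 of 12 genes still called on the first alone, and so is the scaling, with 11 of 12 called without TMM. Whether the other species feed Lkul, compete with it or change the medium is left open by counts alone.

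Groupings of the bees other than by diet call far fewer genes: of 100 splits, 1 (the diet itself) reached the real number, which was 182 in Lhel, 202 in Lmel, 218 in Lapi and 194 in Lkul, and the highest other split had 10, 3, 5 and 0. With 3 against 3 cultures there are 10 splits and the share is never under 0.1, so they are too few to judge. The real numbers were 245, 237, 305 and 328 for PE against G in co-culture, 160, 202, 257 and 262 in mono-culture, 165, 23, 59 and 86 for co- against mono-culture in PE and 42, 49, 47 and 7 in G, with 0 in the highest other split of each. For the interaction, 4 of 100 splits in Lhel, 6 in Lmel, 2 in Lapi and 3 in Lkul called as many genes as the real 117, 22, 59 and 29, and the highest other of those drawn had 314 in Lhel, 52 in Lmel and 91 in Lkul, and over 2 times the real number in Lapi. The other splits that reached the real number all exchange 2 or 3 co-cultures with mono-cultures in 1 medium and 0 in the other, which turns a difference between co- and mono-culture into an interaction, and the full exchange in G, which was not among those drawn in Lmel, gives 314 in Lhel, 144 in Lmel and 91 in Lkul. In Lmel the 5 other splits all exchange 2 cultures in PE and 0 in G, so the count does not judge chance there.

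Dixon's test for a library far from the others was made on 160 groups and found 16, where chance marks about 1 in 20, or 8. That rate holds for normal values and separate tests. Most values here are raw CPM of genes from the same libraries, so 16 against 8 is no sign of an excess. Gene reads of SW 2 were 1.21236e+07, with 3405900 as the next. In SW bees the far values were 85.2 CPM in SW 1 for the Lhel mannose PTS (Ga0133561_11337), 27893 in SW 2 for a YSIRK protein (Ga0133561_11781), 355 in SW 2 for Lmel neopullulanase (Ga0133562_1328), 323 and 529 in SW 1 for the Lkul glycerol kinase and oxidase (Ga0133564_11760, Ga0133564_11761), 58.8 in SW 1 for a Lkul PTS IIB component (Ga0133564_11401), 754 in SW 5 for the Lapi glycerol kinase (Ga0133563_11613) and 301 in SW 3 for FrlB (Ga0133563_11297). In SW+PG bees they were 2258 in bee 3 for Lmel rhamnulose-1-phosphate aldolase (Ga0133562_12101), 159 and 549 in bee 4 for Lkul neopullulanase and maltodextrin binding protein (Ga0133564_111797, Ga0133564_111793), 2478 and 2681 in bee 3 for the Lapi mannose-family PTS (Ga0133563_11391, Ga0133563_11394), 87.7 in bee 4 for the glutamine binding protein (Ga0133563_111050) and 81.8 in bee 2 for a Lkul ABC transporter (Ga0133564_11306).

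The effect of PE differed between co-culture and mono-culture, as the interaction of the log2 fold changes, for 25 of 114 named genes, many of them picked as those most changed between the cultures in 1 medium, so this is no share of all genes, where it was called for 117 of 1669 in Lhel, 22 of 1898 in Lmel, 59 of 1481 in Lapi and 29 of 1800 in Lkul. In Lkul the interaction was 8.59 (SE 0.82, adjusted p 3.39e-07) for the oligopeptide binding protein (Ga0133564_11544), 7.58 (SE 1.17, adjusted p 2.13e-04) for fructoselysine 6-kinase (Ga0133564_11543), 2.44 (SE 0.50, adjusted p 0.00468) for citrate lyase alpha (Ga0133564_111047), 4.08 (SE 0.67, adjusted p 4.49e-04) for mannose PTS IIC (Ga0133564_111893), -4.90 (SE 1.09, adjusted p 0.00835) for a major facilitator transporter (Ga0133564_11210) and -8.29 (SE 1.70, adjusted p 0.00468) for a tRNA lysidine synthase (Ga0133564_111480). In Lhel it was -2.69 (SE 0.51, adjusted p 4.08e-04) for citrate lyase beta (Ga0133561_11979), 2.07 (SE 0.36, adjusted p 1.93e-04) for galactitol PTS IIC (Ga0133561_11422), -6.35 (SE 1.76, adjusted p 0.00975) for an ABC-2 ATP-binding protein (Ga0133561_11825), -6.53 (SE 1.16, adjusted p 2.15e-04) for cytosine permease (Ga0133561_111511), -2.91 (SE 0.26, adjusted p 6.17e-08) for an ABC exporter (Ga0133561_111772) and 5.15 (SE 1.30, adjusted p 0.00463) for a multidrug ATPase (Ga0133561_111430). In Lmel it was 2.30 (SE 0.33, adjusted p 2.04e-04) for rhamnosidase (Ga0133562_12578), 2.20 (SE 0.37, adjusted p 0.00115) for neopullulanase (Ga0133562_1328), 3.11 (SE 0.47, adjusted p 4.19e-04) for citrate lyase alpha (Ga0133562_12819), -3.71 (SE 0.41, adjusted p 1.58e-05) for a glucose-family PTS (Ga0133562_1175), 5.63 (SE 0.80, adjusted p 2.04e-04) for RraA (Ga0133562_12825) and 4.22 (SE 0.43, adjusted p 1.02e-05) for the citrate symporter (Ga0133562_12824). In Lapi it was 4.66 (SE 0.43, adjusted p 7.01e-08) for a DUF4430 protein (Ga0133563_1158), 4.36 (SE 0.41, adjusted p 8.47e-08) for the cobalamin adenosyltransferase (Ga0133563_1156), -4.62 (SE 1.12, adjusted p 0.00808) for an ABC-2 ATP-binding protein (Ga0133563_11832), -3.91 (SE 0.79, adjusted p 0.00159) for PurR (Ga0133563_111351), -3.84 (SE 0.87, adjusted p 0.00481) for a glycan synthase (Ga0133563_111217), 5.04 (SE 0.49, adjusted p 1.22e-07) for a surface protein (Ga0133563_111489) and 4.21 (SE 0.37, adjusted p 3.53e-08) for the glucosamine transaminase (Ga0133563_11580). The values of Ga0133564_111480 and Ga0133561_11825 are set by the fit, as these genes have no reads in co-culture PE.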

How the results depend on the processing

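Of the summary results under each setting, 575 were not marked as changed, 24 moved by more than 1.5 times, 3 became weaker and 1 stronger. Values not marked could still move: the Lhel total in bees, 182, ran from 160 to 194 with 1 library left out. Counting each named gene once per comparison and setting, 5569 stayed as they were (called or not), 224 became weaker, 40 stronger and 4 turned direction, and the cause was not tested. The settings with the most losses are the first deposit alone (27), no TMM (27), 2 groups in the fit (13) and leaving out SW 4 (11), and leaving out cross-mapped genes cost 0.

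Lapi in co-culture PE against G had 305 calls, or 977 without TMM, 629 with totals lacking the 10 most abundant genes and 891 thinned, and in mono-culture 257, or 550 without TMM and 514 thinned. The totals lacking those genes and the thinning were chosen after seeing the data. Lapi in co- against mono-culture in PE had 59, or 36 by the exact test, 32 on the first deposit, 30 with 2 groups in the fit and 36 by the exact test with second deposits counted 2 times, the last chosen after seeing the data. Its interactions of 59 became 99 by DESeq2 and 99 without TMM. Lkul in co-culture PE against G had 328, or 195 on the first deposit, in co- against mono-culture in PE 86, or 53 with 2 groups in the fit, and 29 interactions, or 52 by DESeq2 and 17 on the first deposit. The share of COG G among the higher genes of Lapi in bees, 17.1%, is 16.88% by the exact test (p 0.0679), 18.46% by DESeq2 (p 0.0655) and 16% on the first deposit (p 0.0597, Fisher's exact test each).

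With 1 library left out, the Lmel calls in bees (202) run from 124 without SW 4 to 228 without SW+PG 1, Lapi in co- against mono-culture in PE from 29 without mono-culture PE 1 to 90 without mono-culture PE 2, its interactions from 46 without mono-culture G 1 to 96 without mono-culture PE 2, and those of Lkul from 18 without mono-culture PE 3 to 37 without co-culture PE 3. The gain in the share of Lkul reads runs from 11.26 points without SW 1 to 19.08 without SW 5 (exact permutation p 0.0317). Without SW 2 and 3, chosen after seeing the data, Lmel has 102 higher and 40 lower genes.

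The LPXTG protein of Lapi (Ga0133563_111494, co-culture PE against G) turns to -2.175 without TMM and -2.012 thinned, and 2 PTS genes in mono-culture PE against G turn without mono-culture PE 2, Ga0133563_111515 to -0.1177 (4.272 without PE 1) and Ga0133563_111516 to -0.133 (4.576 without PE 1).

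Libraries of 2 conditions share only a replicate number. Correlations of the same number in bees run from -0.0942 to 0.157 in Lhel, where not every library fits best with its own number. In co- against mono-culture in G each library fits best with its own number in Lmel (0.0431 to 0.193), Lapi (0.0590 to 0.135) and Lkul (0.0573 to 0.135), and likewise, at lower correlations, in mono-culture PE against G in Lhel (0.0419 to 0.0969), Lmel (0.0377 to 0.0995) and Lapi (0.0242 to 0.0512) and in co- against mono-culture in PE in Lhel (0.0282 to 0.0619), a hint from the data and not the design, as no comparison has every pair over 0.1. In G the block gives 51 calls in Lmel (49 without), 43 in Lapi (47) and 7 in Lkul (7). With a replicate block the calls in bees are 162 in Lhel, 189 in Lmel, 213 in Lapi, and 152 higher and 34 lower in Lkul.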

Differences from the paper's values

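Of 159 log2 fold changes compared with the paper's tables, 12 differ by more than the margin, and of 106 other values 21. For a log2 fold change the margin is the SE of the value here, so a gene with a large SE passes more easily. For counts and shares it is the ratio beyond which a summary result is said above to have moved. A value within the margin can still differ from the paper's, so these tallies do not measure close agreement. For counts, 9 alternatives fixed beforehand were run: the edgeR exact test, DESeq2, no TMM, filterByExpr, no low-count filter, the first deposit alone, no cross-mapped genes, a replicate block and 2 groups in the fit.

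For lower genes of Lhel in co- against mono-culture in G the paper has 22 and the value here is 14. Within the margin are the exact test (19) and DESeq2 (15), though 15 lies nearer to the 14 found here than to 22. The other 7 alternatives and all 6 left-out libraries are not within it. The exact test with second deposits counted 2 times, chosen after seeing the data, gives 22. For higher genes of Lmel the paper has 2 and the value here is 1. Leaving out TMM gives 2, the other 8 alternatives do not, 2 of 6 left-out libraries fall within, and both settings with second deposits counted 2 times, chosen after seeing the data, give 2.

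The paper's reads mapped per co-culture library are 4680721, 4415961 and 3216219 in PE and 6345845, 5520698 and 5963899 in G, where the sums here are 2603246, 2475651 and 1866171, and 3639669, 3364075 and 3483662. The first deposit plus 2 times the second, a sum chosen after seeing the values, gives 4680721, 4415961, 3216219, 6345845, 5520698 and 5963899.

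The paper has 25.3% to 36.9% of genes higher in bees also higher in culture, and the values here are 45.3% to 57.5%. For the lowest, no TMM falls within and the other 8 alternatives do not. For the highest, DESeq2 falls within and the other 8 do not (here libraries under 50000 reads were left out in place of the block). Counting only genes higher in both culture types, a definition chosen after seeing the data, gives 27.3% to 37.3%.

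Genes called in more than 1 species in PE are 3.95%, 5.77% and 10.3% in the paper's table for Lhel, Lapi and Lkul, against 13.7%, 24.5% and 21.8% here, and in G 30%, 21.2% and 11.1% for Lmel, Lapi and Lkul in the paper, against 8.89%, 11.4% and 0% here. The paper's text gives 6.25% as the lowest, against 0% here. Genes called in PE and also in G are 16.7% in Lmel and 2.56% in Lkul in the paper, against 8.70% and 1.16% here. Across both media the paper's text has 1.86% to 5.33% and names no denominator, and here the genes called in both the same way are 4.50% of those called in PE and 10.3% of those called in G, and the genes called in both are 3.69% of those called in either, which lies inside that range. No alternative was run for these shares. The highest share of COG G among lower genes in bees is 7.8% in the paper's text, against 15.3% here (Lmel), and 0 of 7 alternatives fall within, with 1 of 10 left-out libraries.

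In the log2 fold changes of co-culture PE against G, none of these alternatives falls within the margin for 7 genes, and the values with second deposits counted 2 times, first by the quasi-likelihood and then by the exact test, were added after seeing the data. For Ga0133561_111670 the paper has 4.57 and the value here is 3.95 (added 4.23 and 4.16, both within), for Ga0133561_11552 7.61 in the paper and 6.76 here (added 7.17 and 7.11, both within), and for Ga0133562_121290 5.24 in the paper and 4.72 here (added 4.92, and 5.02, the latter within). For Ga0133564_11760 the paper has 4.74 and the value here is 3.62 (added 4.04, within, and 3.72). Not reached by the added settings are Ga0133564_11190 with 14.61 in the paper and 12.56 here (13.21 and 12.77), Ga0133564_11544 with 10.69 in the paper and 9.41 here (9.78 and 9.46), and Ga0133564_11547 with 11.25 in the paper and 6.72 here (7.47 and 7.13). Of 6 left-out libraries, 3 fall within for Ga0133561_111670, 1 for Ga0133561_11552, 1 for Ga0133564_11190 and 0 for the others.

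For Ga0133562_11205 the paper has 4.90 and the value here is 4.07, and the exact test, DESeq2, the first deposit alone and 2 groups in the fit fall within, the other 5 do not. For Ga0133562_12583 it has 5.93 against 5.58 here, with the exact test, DESeq2 and 2 groups in the fit within and the other 6 not. For Ga0133563_111211 it has 4.43 against 3.64 here, with 2 groups in the fit within and the other 7 not. With second deposits counted 2 times, added after seeing the data, the exact test gives 4.15 for Ga0133562_11205, and for Ga0133562_12583 and Ga0133563_111211 the 2 added settings give 5.67 and 5.75, and 3.99 and 4.02, all within. In co- against mono-culture in G the paper has -8.64 for Ga0133562_12825 and -8.04 for Ga0133564_111893, against -6.67 and -6.12 here, with none of the alternatives within and added values of -7.36 and -7.37, and -6.59 and -6.60.

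Some statements order values in another way than found here. The paper's text totals 687 genes called in bees, while its table has 181, 198, 217 and 188 per species and 796 are called here. It places other sugar transporters second among the higher COG G genes, and here enzymes, regulators and other proteins come second in each species, though this class is wider than the paper's enzymes of sugar cleavage and conversion, so the orders are not strictly comparable. It reports COG G as enriched in all 8 culture comparisons at p under 0.01, and here Lhel in mono-culture gives p 0.0152 and Lkul in mono-culture p 0.00122, set aside as categories cover 71.8% of the calls, but the test here sets higher against lower genes and the paper's is of enrichment among the higher ones, so the 2 p are not of the same test. It counts a Lhel library of SW away from its group, and here none has a nearest neighbour on the other diet. It has fewer genes moved by the other species than by the medium, and here Lhel in PE has 165 for the first and 160 for the medium in mono-culture, while the edgeR exact test, the test the paper names, has 167 for the first and 150 higher and 35 lower for the medium, in the paper's order, as have 2 groups in the fit and the first deposit, and the other 6 alternatives do not.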

Other observations

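Amino acid transporters, of those in the paper's tables of differing genes, were lower with PE in co-culture in 4 of 12 in Lhel (3 in bees with pollen), 1 of 8 in Lmel (6 in bees), 1 of 13 in Lapi with 2 higher (11 in bees) and 3 of 10 in Lkul with 1 higher (5 in bees), and no test compares the 2 settings. The glutamine binding protein of Lapi fell in mono-culture (Ga0133563_111050, log2 fold change -5.34, SE 0.62, adjusted p 3.16e-07, 3 against 3 cultures). Genes of translation (COG J) in those tables were lower with PE in co-culture in 14 of 42 in Lhel (3 higher), 16 of 38 in Lapi (4 higher) and 11 of 18 in Lkul (2 higher), and in mono-culture in 1, 17 and 0 (2, 4 and 3 higher). In Lmel, of 4, co-culture raised 2 and lowered 0, and mono-culture raised 1 and lowered 2. On the first deposit the Lkul count is 4, and without TMM the Lhel and Lapi counts are 28 and 30. Osmoprotectant transport in Lapi was lower in co-culture than alone in G in 3 of 4 genes, or 1 without mono-culture G 1 or co-culture G 1 and 0 without co-culture G 2 or without TMM.

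In Lkul, fructoselysine use stands beside the oligopeptide importer: Ga0133564_11543 was higher in co-culture than alone with PE in the same libraries, while another fructoselysine-type PTS component was lower (Ga0133564_11388). COG E, amino acid transport and metabolism, took 6 of 24 annotated higher and 3 of 56 lower genes of Lkul in that comparison (Fisher's exact p 0.0186), and COG G 4 of 24 and 16 of 56 (exact p 0.399). In Lmel COG G took 13 of the 21 annotated lower genes.

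Reads of other species in the mono-culture libraries run from 0.0468% (Lkul G 3) to 5.38% (Lapi G 1). The 10 most abundant genes of Lapi take 58.9% of its reads in mono-culture PE and 34.3% in mono-culture G. In bees each Lmel SW library but SW 1 lies on average nearer to SW+PG than to SW, with SW 4 at 5.16 from SW and 4.26 from SW+PG and SW 5 at 5.33 and 4.63.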
